# Genome-Wide Dissection of the MicroRNA Expression Profile in Rice Embryo during Early Stages of Seed Germination

**DOI:** 10.1371/journal.pone.0145424

**Published:** 2015-12-17

**Authors:** Dongli He, Qiong Wang, Kun Wang, Pingfang Yang

## Abstract

The first 24 hours after imbibition (HAI) is pivotal for rice seed germination, during which embryo cells switch from a quiescent state to a metabolically active state rapidly. MicroRNAs (miRNAs) have increasingly been shown to play important roles in rice development. Nevertheless, limited knowledge about miRNA regulation has been obtained in the early stages of rice seed germination. In this study, the small RNAs (sRNAs) from embryos of 0, 12, and 24 HAI rice seeds were sequenced to investigate the composition and expression patterns of miRNAs. The bioinformatics analysis identified 289 miRNA loci, including 59 known and 230 novel miRNAs, and 35 selected miRNAs were confirmed by stem-loop real-time RT-PCR. Expression analysis revealed that the dry and imbibed seeds have unique miRNA expression patterns compared with other tissues, particularly for the dry seeds. Using three methods, Mireap, psRNATarget and degradome analyses, 1197 potential target genes of identified miRNAs involved in various molecular functions were predicted. Among these target genes, 39 had significantly negative correlations with their corresponding miRNAs as inferred from published transcriptome data, and 6 inversely expressed miRNA-target pairs were confirmed by 5ʹ-RACE assay. Our work provides an inventory of miRNA expression profiles and miRNA-target interactions in rice embryos, and lays a foundation for further studies of miRNA-mediated regulation in initial seed germination.

## Introduction

Rice is not only the staple food for over half of the world population, but also an ideal plant model for monocot seed germination as it has an annotated genome and a well-developed germination system. A series of physiological and biochemical events were involved in seed germination, during which embryo cells transit from a quiescent state to a metabolically active state. In rice, classical studies have defined seed germination as a sequential process following a triphasic model based on water uptake, namely, rapid water uptake in the first 20 hours after imbibition (HAI) (phase I), lag phase for metabolism reactivation (phase II, 20–48 HAI), and radicle emergence for seedling establishment (phase III, after 48 HAI) [1,2]. Albeit no significant change has been observed in phenotypes of the 24 HAI seed, the oxygen uptake was found to be enhanced in parallel with seed wet weight increase [3]. During this period, the pro-mitochondria are converted to the typical cristae-rich mitochondrial structures following recovery of the aerobic respiration for seedling establishment [2,4]. Previous transcriptome study has shown that a significant proportion of transcripts changed in the first 24 HAI, with most changes being observed between 3 and 12 HAI (5,396 up-regulated and 4,935 down-regulated transcripts) [5]. In addition, a phosphorproteome study also suggests that the first 12 HAI is a potentially important signal transduction phase for the initial rice seed germination [6]. Therefore, the first 24 HAI greatly determines the recovery of metabolism activity in rice seed during the germination progress.

Plant microRNAs (miRNAs), generated from stem-loop regions of long primary transcripts by a Dicer-like (DCL) enzyme, are a class of non-coding sRNAs that are abundant and best-characterized with 20-24-nucleotide (nt) length [7]. MicroRNAs can guide the RNA-induced silencing complex (RISC) to cleave mRNA or remodel chromatin through fully or partly complementary base pairing, resulting in mRNA slicing and degradation, translational repression, or chromatin modifications [8,9]. MicroRNAs have been shown to play important roles in plant growth and development, phyto-hormone homeostasis, and stress response. The ancient miRNAs often functionally target the evolutionarily conserved genes. For example, miR167 is involved in ovule and anther development by repressing Auxin Responsive Factor 6 (*ARF6*) [10]; Arabidopsis seeds expressing the miR160-resistant form of *ARF10* are hypersensitive to abscisic acid (ABA) in a dose-dependent manner [11]. Additionally, miR164 and miR319 are important for organ morphogenesis by targeting NAM, ATAF1/2 and CUC2 domain-containing proteins (*NAC*) and TEOSINTE BRANCHED1/CYCLOIDEA/PROLIFERATING (*TCP*) transcription factor families, respectively [12,13]. Some new miRNA-target pairs have been confirmed experimentally, i.e., miR402 targets DEMETER-LIKE protein3 (*DML*3), a putative DNA glycosylase involved in DNA demethylation. Overexpression of miR402 and deficiency of *dml3* accelerates seed germination under stress conditions [14]. As a key regulator, miRNA has been extensively studied in rice for its role in root development, seed maturation, and pollen development [15–18]. The recently released rice dataset of miRBase (V21.0) has documented 332 miRNA families. These identified miRNAs are important for understanding small RNA (sRNA)-mediated gene regulations in rice. However, to date, limited knowledge about miRNA regulation has been obtained in the early stage of rice seed germination.

Rice seed is composed of a dominant starchy endosperm and a genetically vigorous embryo. Proteomic analysis of the dissected endosperms has shown that the biological processes operating in the endosperm are heavily regulated by the embryo during seed germination [19]. Therefore, embryo is an important tissue in seed germination control. In this study, we sequenced the sRNA populations from embryos of 0, 12, and 24 HAI rice seeds using next-generation deep sequencing technology. A series of miRNAs were identified, including both known and novel miRNAs. We also predicted the potential targets for the miRNAs. Real-time RT-PCR and 5ʹ-RACE assay were performed to confirm some deep sequencing and target prediction results. This study provides the unique composition and expression profiles of miRNAs and their potential regulations in the embryo at the early stages of rice seed germination.

## Materials and Methods

### Plant Material and Seed Germination

The de-hulled rice (*Oryza sativa* Nipponbare) seeds were washed three times with distilled water, then placed in 9-cm-diameter plates and imbibed in distilled water at 30°C in a dark biochemical incubator. Fifty seeds were placed in one plate and set up as a biological replicate. Four replicates were prepared for each time-point sample. After 0 h, 12 h, and 24 h of imbibition, embryos were dissected manually and collected for RNA extraction, respectively. For phytohormone treatment, seeds were incubated with 200 μM GA_3_ and 50 mM ABA (Sigma, St. Louis, MO, USA) for 24 h, after which the embryos were collected.

### Small RNA Libraries Construction and Sequencing

Total RNA was extracted with TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Equal amounts (about 25 μg) of total RNA from four replicates of each time-point sample were mixed together for sRNA libraries construction. The sRNA libraries were constructed following the methods described by Lu et al [20]. Briefly, the total RNA was fractionated by 15% denaturing polyacrylamide gel (8 M urea) electrophoresis, and sRNAs in the range of 18–30 nt were excised and purified with a Spin-X cellulose acetate filter (2 mL, 0.45 um; Thermo Fisher, Waltham, MA, USA). After dephosphorylation and sequential ligation of 5ʹ- and 3ʹ- Solexa adaptors, the sRNAs were reverse-transcribed using superscript^TM^II reverse transcription kit (Invitrogen), and then amplified by PCR with phusion High-Fidelity PCR kit (Finnzymes, Espoo, Finland) to produce sRNA sequencing libraries. Next generation sequencing was performed on an Illumina platform (Nextomics Science and Technology Limited, Wuhan, China). All the sequence data have been deposited as a series with the accession number GSE73657 at NCBI’ GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73657).

### Deep Sequencing and Processing

The raw sequencing data were filtered with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to delete low quality reads, adapters, contamination, and false sequences (such as reads with poly A/T/C/G). After filtering, sRNAs with size ranging from 18 to 30 nt were collected and mapped to the rice genome (MSU Rice Annotation Release 7.0) using Bowtie software, and then the sequences matching known rice rRNA, tRNA, snRNA, and snoRNA in Rfam11 (https://www.sanger.ac.uk/resources/databases/rfam.html) were discarded. Subsequently, the unique sRNAs were aligned with the data in miRBase 21 (www.mirbase.org) to search for the conserved miRNAs.

*De novo* prediction of novel miRNA was performed by miRDeep2. Genomic sequences with 300 bp length, surrounding the sRNAs (150 nt upstream and 150 nt downstream), were extracted to assess the potential secondary structures of pre-miRNA. The candidates were first filtered with default criteria, and then with the stringent criterion of minimal folding free energy index (MFEI) > 0.85 (MFEI = [(MFE/length of the sRNA sequence) × 100] / (G+C) %) [21].

### Target Prediction of Identified miRNAs

The prediction of putative targets for identified miRNAs was performed with Mireap, PsRNATarget and degradome analyses based on the rice genome (MSU 7.0) [22–24]. For the Mireap software analysis, the following modified parameters were used: 1) no more than four mismatches between miRNA and the target, the G-U base pair was counted as 0.5 mismatches; 2) no more than two adjacent mismatches in the miRNA/target duplex; 3) no adjacent mismatches in positions 2–12 (5ʹ of miRNA); 4) perfect matches in positions 10–11; 5) no more than 2.5 mismatches in positions 1–12; 6) MFE between miRNA and target gene not less than 75% of the MFE for a perfect matching. PsRNATarget prediction software (http://plantgrn.noble.org/psRNATarget) was used with default parameters. Degradome analysis was performed based on GSE18251, GSE17398, and GSE19050 dataset as previously described with p < 0.05 [15,22]. WEGO software (http://wego.genomics.org.cn/) was used for plotting gene ontology annotation results, and Agrigo software (http://bioinfo.cau.edu.cn/agriGO) was used to enrich the GO terms.

### Expression Analysis of miRNAs, Target Genes, and Host Genes

The miRNA expression profiles in multiple tissues were obtained from the published dataset [16]. To compare the miRNA expression in multiple tissues, the Log_2_TPM (Transcripts per million = number of actual reads/total number of clean reads × 1,000,000) value was presented. MeV4.9 was used for hierachical clustering (HCL) and principal component analysis (PCA). The expression patterns of target genes were extracted from the published microarray dataset (GSE43780) [5]. To analyze the expression relevance between a miRNA and its corresponding target gene(s), the TPM value of miRNA or the genechip robust multi-array average (GCRMA) value of the target gene was divided by its maximum to reach abundance between 0 and 1.

### Stem-Loop Reverse Transcription Polymerase Chain Reaction (RT-PCR)

RNA reverse transcription was performed with specific stem-loop primers as previously described [25] (S1 Table). The stem-loop RT-PCR reactions contained 25 ng of RNA samples, 50 nM stem-loop RT primer, 1 × RT buffer, 0.25 mM of each dNTP, 5 U/μL SuperScript II reverse transcriptase (Invitrogen, USA) and 0.25 U/μL RNase inhibitor. The 10 μL reactions were incubated in a 96-well plate for 30 min at 16°C, 30 min at 42°C and 5 min at 85°C, and then held at 4°C in a Bio-Rad professional thermocycler (Bio-Rad, Hercules, California, USA). The real-time PCR amplification program consisted of initial denaturation at 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, 58°C for 15 s, and 72°C for 15 s. Three biological replicates were performed on the CFX96 Real-time PCR system (Bio-Rad, California, USA). The melting curves (65°C to 95°C) were analyzed to check the specificity of PCR products. PCR efficiency was calculated by LinRegPCR (http://www.hartfaalcentrum.nl/; subject: LinRegPCR) considering an ideal value range (1.8–2.05) with correlation R^2^> 0.995 [26]. The relative miRNA expression was calculated using the following formula:

$${\text{Ration=E}}_{\text{target}}{}^{\text{target}\Delta \text{Ct(Control-sample)}}{\text{/ E}}_{\text{ref.}}{}^{\text{ref.}\Delta \text{Ct(Control-sample)}}$$

In which E_target_ represents PCR efficiency of measured miRNA/gene, E_ref_ represents PCR efficiency of reference gene 18S RNA, and ΔCt represents the difference in threshold cycles between the control and sample.

### RNA Ligase-Mediated Rapid-Amplification of 5’-cDNA Ends (5’-RACE)

To investigate the cleavage sites occurring in the targeted mRNAs, 5ʹ-RACE was performed using the FirstChoice^®^ RLM-RACE kit (Ambion, USA) according to the manufacturer’s instructions. Briefly, high quality mRNAs were directly ligated to the 5ʹ-RACE RNA adapter (44 nt), and the ligation reaction was then reverse-transcribed into cDNA with random primers. Two 5ʹ-RACE gene-specific outer and inner primers were used for nested PCR. The PCR products with the anticipated size were cloned and sequenced. The detailed primer sequences are listed in S1 Table.

## Results

### Deep Sequencing of Small RNAs

Previous study has shown that large-scale rearrangement of transcripts mediated by RNA synthesis and degradation occurs in the first 24 h of rice seed germination [5]. Using an experimental system similar to that utilized in the previous study [5], the miRNA composition and dynamic expression patterns were investigated in the early stages of rice seed germination. 

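Small RNAs of 18–30 nt were sequenced from embryos of seeds imbibed in water for 0, 12 and 24 h, with 1 library per time point. Each library was made from equal amounts of RNA of 4 plates with 50 seeds each, mixed before library construction, so no difference between time points has a replicate check. The authors deposited a table of known miRNAs and a table of predicted miRNAs, which the paper names OsmiR. Both tables hold the reads of each mature sequence in each library without normalization, and the same reads as TPM. The TPM values equalled the reads divided by the genome-mapped reads and multiplied by 1000000 in all 407 rows, 1 row per precursor. A mature sequence with several precursors carried the same reads in each of its rows and was counted once. The miRNA reads then came to 285143 at 0 HAI, 634097 at 12 HAI and 590212 at 24 HAI. One sequence of 20 nt had no miRNA name and was left out of these totals and of the tests on the 289 miRNAs. Its 2 precursors stayed among the 407 rows. A single read corresponded to 0.0521, 0.0448 and 0.0576 TPM in the 3 libraries, and a count of 0 allows up to 3 reads, or 0.156, 0.134 and 0.173 TPM. Ratios between 2 libraries are given with exact conditional 95% limits, and tests on the reads of 2 libraries compare those libraries and not the conditions. The reads were amplified by PCR without described molecular identifiers, so all intervals, limits and floors cover counting error only.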

About 200 embryos from 0, 12, and 24 HAI rice seeds were collected for total RNA extraction and sRNA libraries construction, respectively (Fig 1). RNA concentration and integrity were detected using Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano kit. About 100 μg of high-quality RNA from each sample was used for sRNAs isolation and sequencing. In total, 29230963, 34302280, and 33901503 raw reads with high quality (Q30 > 94%) were obtained for 0, 12, and 24 HAI sRNA libraries, respectively. 

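Dividing each miRNA's reads by its TPM gave back 19203513, 22332607 and 17359816 reads as the denominators of the 0, 12 and 24 HAI libraries. The paper's Table 1 lists these numbers as genome-mapped reads. By the same table, the mapped reads were 86.2%, 82.5% and 81.7% of the paper's 22265577, 27075645 and 21236500 reads of 18–30 nt. Mapped reads that remained after removal of rRNA, tRNA, snoRNA and snRNA matches numbered 16590145, 20618722 and 16158405, and served as another denominator for the miRNAs.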

After removal of low quality sequences and adapter contaminants, 19203513, 22332607, and 17359816 reads for each library were perfectly mapped to the reference rice genome (MSU 7.0) with size ranging from 18 to 30 nt (Table 1). Consistent with the representative size range of DCLs cleavage products [27], most of these sRNAs were 21 or 24 nt in length. The 24-nt sRNAs occurred in a particularly high abundance, accounting for 25.3%, 34.7%, and 37.5% in the three libraries, respectively (Fig 2).

**Fig 1:**
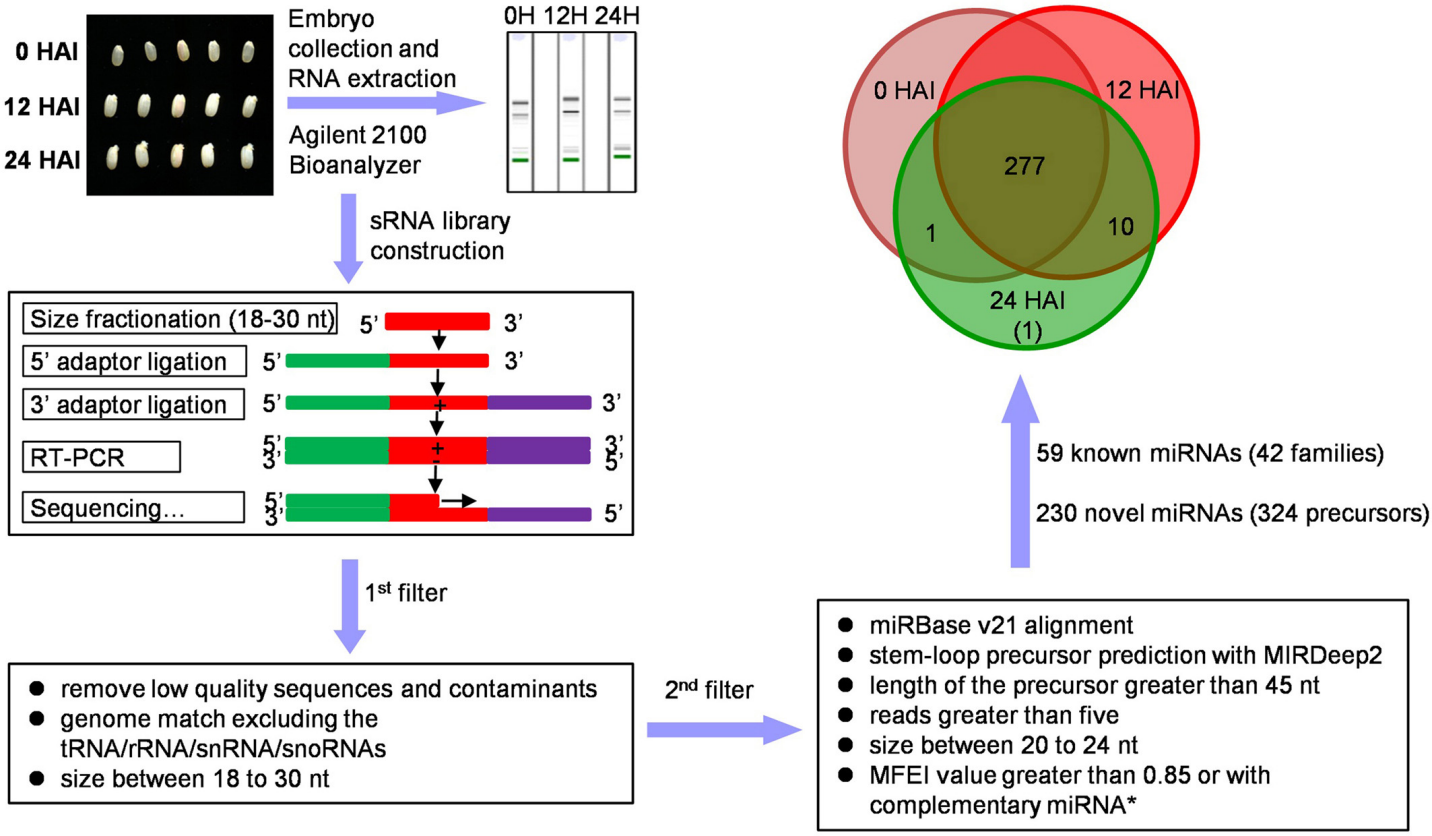
Schematic representation of the miRNA analysis in rice embryos at the early stages of seed germination.

**Fig 2:**
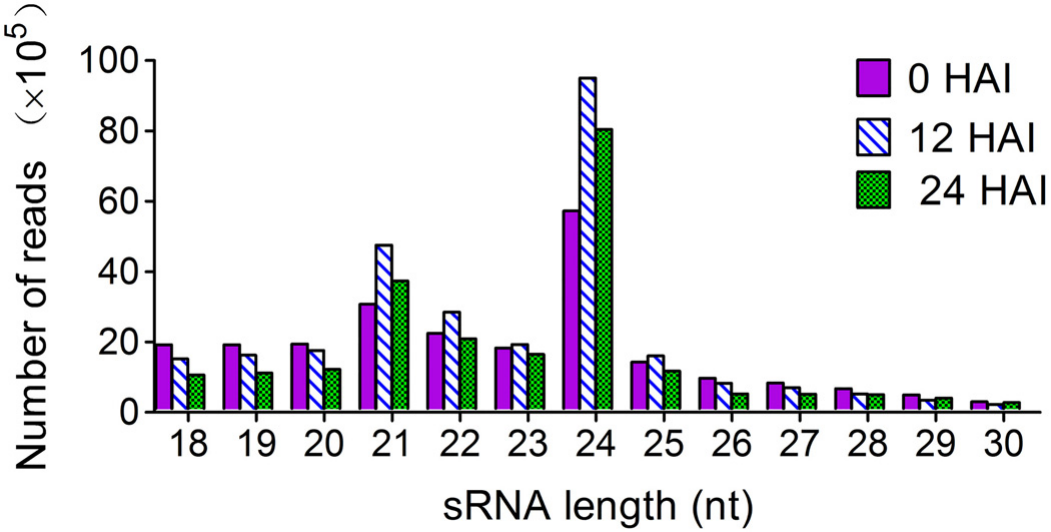
Size distribution of the sRNAs in libraries from 0, 12, and 24 HAI rice seed embryos.

**Table 1:** Statistics for sRNA sequencing from three libraries.

Category	0 HAI		12 HAI		24 HAI	
	Reads^b^	Unique^b^	Reads^b^	Unique^b^	Reads^b^	Unique^b^
high quality raw Reads^a^	29230963 (Q30 = 94.74%)	-	34302280 (Q30 = 95.29%)	-	33901503 (Q30 = 94.58%)	-
sequences of 18–30 nt	22265577(100%)	6596317(100%)	27075645(100%)	10712075(100%)	21236500(100%)	9420781(100%)
mapping to genome	19203513(86.3%)	4856925(73.6%)	22332607(82.5%)	7892704(73.7%)	17359816(81.8%)	7115379(75.5%)
CDS matched	600910(2.7%)	211949(3.2%)	1570839(5.8%)	338298(3.2%)	1322306(6.2%)	243265(2.6%)
**Non-coding RNA**						
total	17642144(100%)	**-** ^c^	19201655(100%)	**-** ^c^	14737124(100%)	**-** ^c^
known miRNA	400047(2.3%)	1724(0.4%)	873690(4.6%)	2506(2.9%)	781907(5.3%)	2314(29.6%)
rRNA	2289143(13.0%)	24748(1.1%)	1388914(7.2%)	23099(1.7%)	747877(5.1%)	19579(2.6%)
tRNA	277627(1.6%)	8121(2.9%)	274039(1.4%)	7349(2.7%)	421275(2.9%)	6878(1.6%)
snoRNA	40642(0.2%)	8790(21.6%)	44927(0.2%)	6001(13.4%)	28636(0.2%)	4755(16.6%)
snRNA	5956(0.34%)	1679(28.2%)	6005(0.32%)	1390(23.1%)	3623(0.25%)	1079(29.8%)
others	14628729(82.9%)	4345729(29.7%)	16614080(86.5%)	7138503(43.0%)	12753806(86.5%)	6489573(50.9%)

^a^: Q30 is the percentage of base with correct recognition rate over than 99.9%.

^b^: the percentage to the 100% reads.

^c^: the percentage to the sequences of corresponding ‘reads’.

The composition of the genome-matched sRNAs of rice seed was complex, which included protein-coding RNA fragments (3.13–7.62%) and other non-coding transcripts. The non-coding sRNAs contained various categories, including known miRNAs (2.09–4.5%), rRNAs (4.31–11.9%), tRNAs (1.45–2.43%), snoRNAs (0.16–0.21%), snRNAs (0.02–0.03%) and unannotated sRNAs, (80.9–84.31%). 

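The 59 mature sequences in the table of known miRNAs held 269130 reads at 0 HAI, 600497 at 12 HAI and 562202 at 24 HAI. Their share of the genome-mapped reads was 1.40% at 0 HAI (Wilson 95% interval, 1.40–1.41%), 2.69% at 12 HAI (2.68–2.70%) and 3.24% at 24 HAI (3.23–3.25%). For comparison, the paper's Table 1 reports 400047, 873690 and 781907 known miRNA reads, over many more unique sequences than these 59. With the rRNA and tRNA reads of that table divided by its genome-mapped reads, the rRNA-matched share fell to 0.361 of its 0 HAI value at 24 HAI, while the tRNA-matched share rose 1.68-fold.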

The unannotated sRNAs were further used to predict the novel miRNAs.

### Identification of Known and Novel miRNAs in Dry and Imbibed Rice Seeds

To scan the known miRNAs, the unique sRNAs were aligned to the rice miRNA datasets in miRBase 21 (http://www.mirbase.org/), allowing up to two mismatches. 

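The deposited table of known miRNAs lists 1 precursor per row, with the mature sequence, the reads, the family and the genomic position of each. The family with the most precursors was miR156, with 8 precursors and 3 mature sequences. At least 1 read was found in every library for 58 of the known mature sequences. The exception, osa-miR395m, had no read at 0 HAI.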

In the three libraries, 59 known rice miRNAs homologs from 83 precursors corresponding to 42 miRNA families were matched (S2 Table). 

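Counted by different mature sequences in the family column of the table, 12 families had 2 or more members and 30 had 1. Counted by precursors, 13 families had 2 or more and 29 had 1.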

Of which, 14 families had two or more miRNA members, and the other 28 families contained only one miRNA member. 

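By the classes of the deposited table, the highly conserved families had a median of 4977 reads over the 3 libraries and held 90.5% of the known miRNA reads. More than 100 reads were counted for 16 of them, and more than 1000 reads for 13. The 6 families conserved in several species held 5.27% of the known miRNA reads. Within the highly conserved class, totals ran from 38 reads for miR395 to 345096 for miR156.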

In this study, 17 conserved families were detected in the imbibed rice seeds, most of them were found in relatively high abundance. In particular, miR319, miR168, miR156, miR166, and miR159 were mapped with more than 10,000 reads (S1 Fig). However, some conserved miRNAs, i.e., miR164, mi395, and miR393, were lowly expressed in rice seeds. 

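More than 10000 reads were counted for 5 families in every library, and for 9 in at least 1. At 0 HAI, 76992 reads were counted for miR156, 52560 for miR319, 44965 for miR159, 25313 for miR168 and 18774 for miR166. The reads at 12 HAI were 144947 for miR156, 133229 for miR159, 99260 for miR319, 80512 for miR168 and 41395 for miR166. At 24 HAI they were 133853 for miR159, 123157 for miR156, 102284 for miR168, 78780 for miR319 and 42041 for miR166. The next family, miR390, had 7882 reads at 0 HAI. In TPM, 40 of the 42 families were higher at 24 HAI than at 0 HAI and 2 were lower, but with the summed miRNA reads as the denominator the split was 22 higher and 20 lower. The ratio of 24 to 0 HAI was 4.47 for miR168 (limits 4.41–4.53), 3.29 for miR159 (3.26–3.33) and 2.48 for miR166 (2.43–2.52). As log2 ratios these are 2.16, 1.72 and 1.31, and they were 0.97, 0.52 and 0.11 with the summed miRNA reads, 1.16, 0.72 and 0.31 with edgeR's TMM factors and 1.17, 0.73 and 0.32 with DESeq2's size factors. The ratio in TPM was 1.77 for miR156 (1.75–1.79) and 1.66 for miR319 (1.64–1.68), and these 2 families were instead lower at 24 HAI under the summed miRNA reads, edgeR's TMM factors and DESeq2's size factors.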

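The 2 mature sequences of miR164 had 36, 62 and 52 reads at 0, 12 and 24 HAI, and the 2 of miR393 had 31, 58 and 140. The only listed member of miR395, osa-miR395m on chromosome 4 from 32621995 to 32622112, had 0, 2 and 36 reads. In TPM, miR393 was 5.00-fold higher at 24 HAI than at 0 HAI (limits 3.37–7.63), and miR395 was at least 10.3-fold higher by its exact lower limit. The ratio of miR164 was 1.60 (1.02–2.52) in TPM, and its direction turned to lower at 24 HAI under each of the 3 scalings based on the miRNA reads. No decrease was called there, with adjusted p of 0.126, 0.341 and 0.343 from the exact conditional binomial test. The rise had an adjusted p of 0.0360 in TPM from this test. It was 0.0613 with reads of 18–30 nt and 0.0779 with mapped reads without structural RNA as the denominator.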

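The rice-specific class of the deposited table held 18 families, of which 16 had 1 mature sequence. Their median was 852 reads over the 3 libraries, and together they made up 3.46% of the known miRNA reads. More than 100 reads were counted for 14 of these families and more than 1000 for 8. The most abundant was miR1425, with 4681, 8218 and 5542 reads at 0, 12 and 24 HAI, and the least abundant was miR1865, with 9, 19 and 16 reads.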

Nineteen families are known rice-specific miRNAs, and most of them had only one member and were in relatively low abundance. 

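The sequence listed as ptc-miR6478 is CCGACCTTAGCTCAGTTGGT, of 20 nt. Its precursor of 66 nt was listed on chromosome 8, plus strand, from 5862004 to 5862069 in MSU 7.0, in an intergenic region. The reads of this sequence were 7441 at 0 HAI, 2165 at 12 HAI and 1119 at 24 HAI. The precursor's MFEI of 0.721 was the lowest among the 83 precursors of known miRNAs. The sequence was not compared with tRNA sequences here, so a tRNA fragment is not excluded.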

A homolog of ptc-miR6478, previously reported only in *Populus trichocarpa*, was also identified in this study. Moreover, we detected a new precursor with stringent criteria for osa-miR1862 family (named osa-MIR1862d-2). These results show that our sequencing depth was sufficient to reflect the expression profiles of miRNAs during seed imbibition.

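The listed precursor of osa-miR1862d, osa-MIR1862d-1, lies on chromosome 3, minus strand, from 33572264 to 33572328, in an intron. The reads of osa-miR1862d were 114 at 0 HAI, 109 at 12 HAI and 111 at 24 HAI. Its TPM at 24 HAI was 1.08 times that at 0 HAI (limits 0.822–1.41, adjusted p = 0.649 from the exact conditional binomial test with Benjamini-Hochberg adjustment). This small difference turned to lower at 24 HAI under 4 of the 5 other scalings. The log2 ratio was -1.09 with the summed miRNA reads, -0.90 with edgeR's TMM factors and -0.89 with DESeq2's size factors, with adjusted p of 1.22e-07, 1.84e-05 and 2.57e-05 from the same exact test, so a decrease was called under these 3. No difference was called under the other 2. The precursor osa-MIR1862d-2 was not analysed here.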

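Of the 289 miRNAs, 277 had at least 1 read at 0 HAI, 287 at 12 HAI and 289 at 24 HAI. The median miRNA had 16, 37 and 33 reads in these libraries, and 112, 52 and 59 miRNAs had under 10 reads. The 5 most abundant miRNAs took 65.7%, 66.6% and 68.0% of the miRNA reads, and the 10 most abundant took 82.0%, 84.8% and 86.7%. In libraries simulated at these depths, with 200 of the miRNAs changed 4-fold, the exact test called 83.4% of the changed miRNAs. The share was 99.9% among those with at least 100 expected reads.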

For novel miRNAs identification, the 300-bp flanking sequences of unannotated sRNAs were initially extracted, and then subjected to MIRDeep2 to scan potential miRNA precursors with classical stem-loop structures using the default criteria. A total of 382 novel miRNA candidates with length of 18–26 nt processed from 481 putative precursors were obtained from the three libraries. MFEI has been identified to be useful in evaluating genuine miRNAs [21], which depends on the MFE, length and G+C content of the potential precursors. These criteria were used in our investigation of miRNAs in rice seeds. Low MFE is an important characteristic of miRNA precursors. 

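The listed MFE was lowest for the precursor OsMIR-203, at -180.6 kcal/mol, and highest for OsMIR-53, at -8.8 kcal/mol. The median over all 407 precursors was -41.6 kcal/mol. The precursors of known miRNAs ranged from -133.3 to -27.4 kcal/mol. Folding the listed precursor sequences with RNAfold gave a range of -180.3 to -8.5 kcal/mol. For 51 precursors the listed and the RNAfold values lay more than 5 kcal/mol apart, and 37 of these were in rows whose listed length was not that of the listed sequence.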

In this study, the miRNA precursor’s MFE values varied from -180.6 to 5.2 kcal·mol^-1^ according to Mfold 3.2 (Figure A in S1 File). In animal, the size of miRNA precursor ranges typically from 70 to 80 nt, but it is more variable in plant.[28]. In rice seeds, the size of miRNA precursors varied from 37 to 268 nt, with most being 51–110 nt(Figure B in S1 File). In addition, the high G+C content can make the pre-miRNA secondary structure more stable and thus difficult to be processed into mature miRNA by the RISC complex [21]. 

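By the listed sequences, the shortest precursor was OsMIR-179-2 with 42 nt and the longest OsMIR-105 with 266 nt, and the median was 88 nt. Lengths of 51–110 nt were found for 276 precursors (67.8%). In 62 rows the listed length differed from that of the listed sequence, and in all 62 it was the length of another precursor of the same miRNA. With the listed lengths the shortest was 45 nt.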

Here, the G+C content ranged from 14.03% to 88% (Figure C in S1 File). 

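The G+C content of the listed sequences was lowest in OsMIR-14, at 14.2%, and highest in OsMIR-150-1, at 85.7%. The median was 49.5% for the precursors of known miRNAs and 29.5% for the precursors of the miRNAs named OsmiR.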

With all these factors in consideration, we calculated the MFEI value of all identified miRNA precursors as previously described [21]. Previous research has shown that more than 90% of known plant pre-miRNAs have an MFEI value greater than 0.85 [21]. In this study, the MFEI values ranged from 0.20 to 3.75, with an average of 1.26. 

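The MFEI of each precursor was recomputed from the listed MFE and the length and G+C content of the listed sequence. It ranged from 0.402 for OsMIR-94-5 to 3.54 for OsMIR-14, with a mean of 1.32. OsMIR-94-5 is 1 of 62 precursors whose listed length was that of another precursor of the same miRNA, and with the MFE of RNAfold its MFEI was 0.890. The deposited MFEI column, which covers the precursors of the miRNAs named OsmiR, ran from 0.444 to 3.54. An MFEI over 0.85 was found for 387 of all precursors (95.1%), and for 391 (96.1%) when the MFE was taken from RNAfold. Among known miRNAs, 77 of 83 precursors (92.8%) had an MFEI over 0.85.

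**Figure D1:**
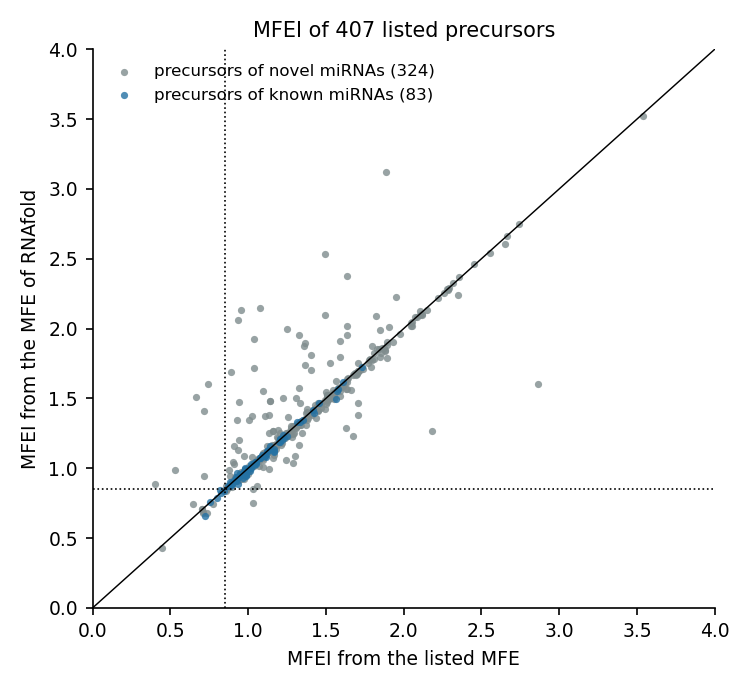
MFEI of 407 precursors from the listed MFE (horizontal axis) and from the MFE of RNAfold (vertical axis), both without units; the solid line marks equal values and the dotted lines mark an MFEI of 0.85. The listed values run from 0.402 to 3.54, and points far from the line include precursors whose listed length was that of another precursor.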

To minimize the false positive miRNAs, we further set the novel miRNA criteria as follows: 1) the mature miRNA length ranged from 20 to 24 nt; 2) precursor had a classical fold-back structure and the length was no less than 45 nt; 3) the number of reads was greater than five in at least one library; 4) MFEI value was greater than 0.85 or the complementary miRNA* could be found. 

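Each criterion was applied to the deposited values of the miRNAs named OsmiR. All 230 had a mature length of 20–24 nt, a precursor of at least 45 nt, and a precursor with an MFEI over 0.85 or a listed miRNA*. More than 5 reads in at least 1 library were found for 224, and these 224 met all 4 criteria. The others were OsmiR-25, OsmiR-107, OsmiR-109, OsmiR-167, OsmiR-204 and OsmiR-210, which were picked out after their reads were seen. Without the alternative of a miRNA*, 220 miRNAs met the criteria. An MFEI of 0.85 or less was found for 14 precursors, 7 with a listed miRNA* and 7 without. The listed length was that of another precursor of the same miRNA for 1 and 6 of these, so their MFEI rests on values that do not all belong to the listed sequence.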

Finally, 230 novel miRNAs processed from 324 precursors were obtained (Fig 1). The detailed information was listed in S3 Table. Of these novel miRNAs, 218 were shared by all three libraries. 

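Among the miRNAs named OsmiR, 10 had reads at 12 and 24 HAI but none at 0 HAI, 1 had none at 12 HAI, and 1 had reads at 24 HAI alone. A minimum of more than 5 reads in each library was met by 153. Their share of all miRNA reads was 5.62% at 0 HAI, 5.30% at 12 HAI and 4.75% at 24 HAI.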

The novel miRNA was denoted with OsmiR plus a serial number, such as OsmiR-1. Different miRNA precursors that produced the same mature sequence were noted with -1, -2, and -3.

In plants, most of the canonical miRNAs (∼21 nt) are in high abundance [29]. Similarly, in this study, the 21-nt miRNAs occupied an overwhelming majority of the reads (Fig 3A, S2 Table). Moreover, a great number of long miRNAs (24 nt) with low abundance existed in the early stages of rice seed germination (S3 Table and Fig 3B). Specifically, of the 230 novel miRNAs, 176 were 24-nt. 

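The 57 miRNAs of 21 nt held 70.3% of the miRNA reads at 0 HAI (Wilson 95% interval, 70.1–70.4%), 72.6% at 12 HAI (72.5–72.7%) and 74.1% at 24 HAI (74.0–74.2%). Of these miRNAs, 31 were known and 26 were named OsmiR. Among the reads of the miRNAs named OsmiR alone, the share of 21 nt was 26.8%, 24.7% and 23.9%. The 5 miRNAs of 20 nt held 18.9%, 16.1% and 16.1% of the miRNA reads.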

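A length of 24 nt was found for 189 of the 289 miRNAs (65.4%). They held 7.85%, 7.85% and 7.00% of the miRNA reads at 0, 12 and 24 HAI. Their median was 71 reads over the 3 libraries, against 428 reads for the miRNAs of 21 nt, and 110 of them had under 100 reads.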

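The 24-nt miRNAs named OsmiR had a median of 63 reads over the 3 libraries, and the most abundant was OsmiR-26 with 3597 reads. Under 100 reads were counted for 109 of them. They held 65.7%, 63.8% and 64.1% of the reads of the miRNAs named OsmiR at 0, 12 and 24 HAI.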

The miRNAs function through interacting with AGO proteins, which bind to the miRNA with particular 5ʹ end nucleotide. AGO1 mainly recruits miRNAs that begin with a 5ʹ-U/T; AGO2 prefers to bind sRNAs with 5ʹ -A [30,31]. The first base distribution of all 289 identified miRNAs showed that the first base of 24-nt miRNAs were tended to be A (66.2%), suggesting these miRNAs function with AGO2; while that of the shorter miRNAs were inclined to be U/T (69.3%) (Fig 3C). 

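The first base was A in 141 of the 189 miRNAs of 24 nt (74.6%, Wilson 95% interval 68.0–80.3%) and in 12 of the 100 shorter miRNAs (12.0%, 7.00–19.8%). Fisher's exact test of this difference gave a two-sided p of 1.56e-25, with an odds ratio of 21.5. The first base was T in 69 of the shorter miRNAs (69.0%, 59.4–77.2%) and in 28 of those of 24 nt (14.8%, 10.5–20.6%; Fisher's exact test, p = 2.67e-20). Among the reads of 24-nt miRNAs, sequences that start with A took 81.9%, 82.1% and 80.2% at 0, 12 and 24 HAI. Among miRNAs with at least 100 reads over the 3 libraries, A was the first base of 73.4% of those of 24 nt, and T of 66.1% of the shorter ones. The miRNAs of one list are not replicates, and several share a family.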

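The annotation of each miRNA's first listed precursor was counted. For the known miRNAs, 25 were intergenic (42.4%, Wilson 95% interval 30.6–55.1%), 23 were in exons (39.0%) and 11 in introns (18.6%). For the miRNAs named OsmiR, 164 were intergenic (71.3%, 65.1–76.8%), 47 were in introns (20.4%) and 19 in exons (8.26%). The files list 470 positions in all. The miRNA named OsmiR with the most positions was OsmiR-228, with 27, and 53 had 2 or more.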

Genome mapping revealed that most known and novel miRNAs were located in the intergenic regions, and fewer in the intragenic regions (i.e., exon, intron). In addition, the miRNAs were located randomly on the 5p or 3p arm of their precursors (Fig 3D and 3E).

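The mature sequence lay on the 5p arm in 133 of the 289 miRNAs and on the 3p arm in the others. The share on the 3p arm was 54.0% (Wilson 95% interval, 48.2–59.6%), and a two-sided exact binomial test against 50% gave p = 0.196. Locating each mature sequence in its listed precursor gave the same arm for all 289. Of the known miRNAs, 31 were on the 3p arm and 28 on the 5p arm, and of the miRNAs named OsmiR, 125 and 105.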

**Fig 3:**
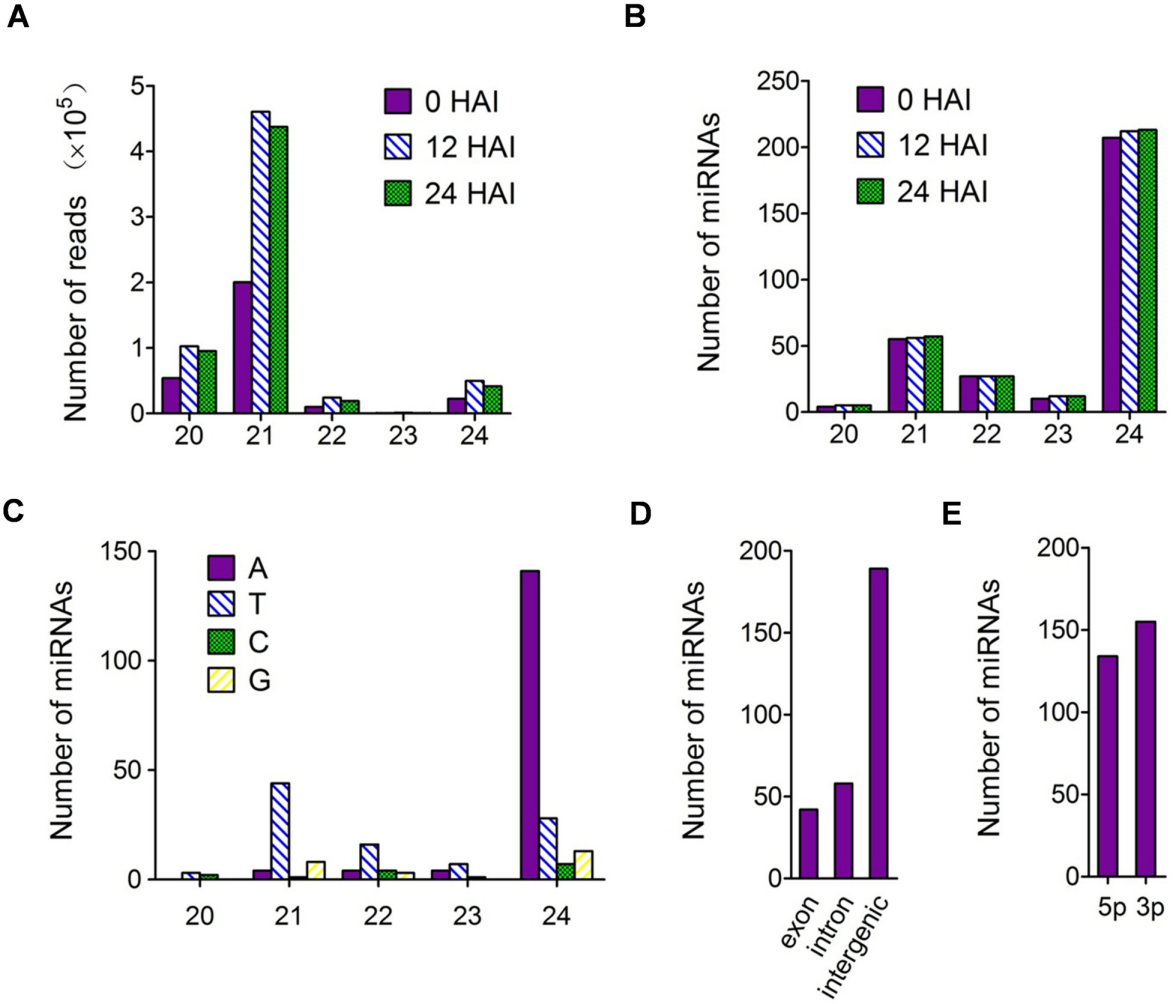
Characteristics of all identified miRNAs in libraries from 0, 12 and 24 HAI rice seed embryos. Distribution of sequencing reads **(A)**, number of miRNAs **(B)** and the first base of miRNAs **(C)**. **(D)** Genome and **(E)** precursor arm locations of all identified miRNAs.

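The reads of the miRNAs that the S2 Fig legend lists were summed over the 3 libraries. Of 35 miRNAs, 34 had more than 100 reads. The exception was OsmiR-20, with 1, 0 and 8 reads at 0, 12 and 24 HAI. The most abundant listed miRNAs were osa-miR319b, with 230600 reads, and osa-miR168a, with 208109.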

To validate the deep sequencing results, 35 (17 known and 18 novel) miRNAs with sequence reads higher than 100 were randomly selected for stem-loop RT-PCR analysis. All the 35 amplified miRNAs produced a single PCR band with the length of about 60 bp on the gel (The amplified PCR product included the 20–24 bp miRNA sequence, part of the 44 bp stem-loop primer sequence (that is 34 bp) and several primer balance bases) (S2 Fig). The PCR products were cloned and sequenced. All the tested miRNAs sequences were verified to be quite correct to that of the sequencing, demonstrating a high reliability of the deep sequencing results.

### The Expression Patterns of Known and Novel miRNAs During Rice Seed Imbibition

To investigate the tissue expression pattern of the miRNAs, the expression data of known miRNAs in bicellular pollen (BCP), leaf, root and callus of rice were obtained from the previous report (Table A in S2 File) [16]. HCL analysis and PCA were performed with Log_2_TPM value of known miRNAs from BCP, leaf, root, callus, and embryos of 0, 12, and 24 HAI rice seeds. Results indicated that 7 samples were significantly clustered into two clades, and the seed embryo samples were separated from the others (Fig 4).

**Fig 4:**
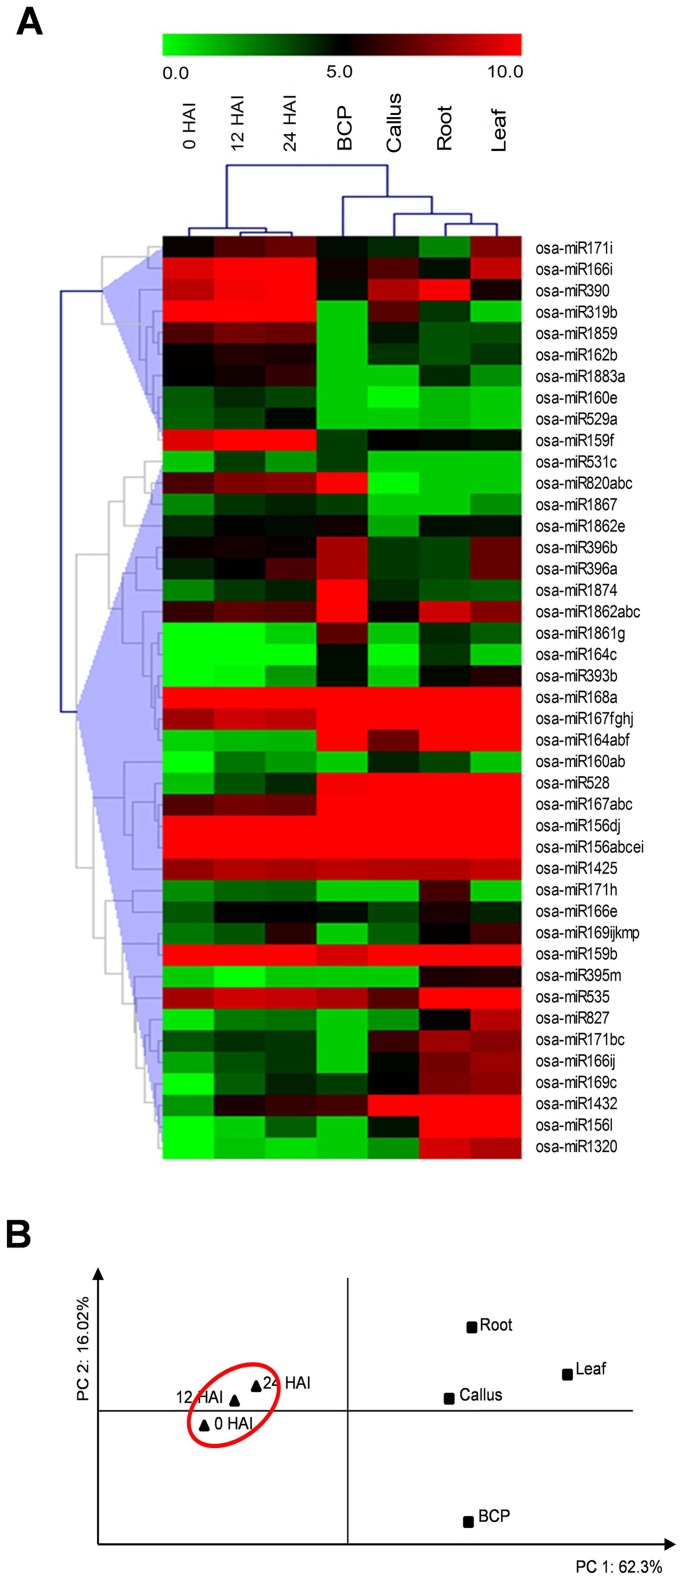
Analyses of tissue-specific expression pattern of known miRNAs. Hierarchical clustering analyses **(A)** and principal component analysis **(B)** of known miRNAs in various tissues. Clustering of known miRNAs based on Log_2_TPM. The bar represents the scale of miRNAs expression levels of miRNAs. The detailed information is listed in Table A in S2 File.

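Besides the known miRNA reads, the miRNAs named OsmiR added 16013 reads at 0 HAI, 33600 at 12 HAI and 28010 at 24 HAI. The most abundant miRNA was osa-miR319b at 0 HAI (18.4% of the miRNA reads) and at 12 HAI (15.7%), and osa-miR168a at 24 HAI (17.3%). The sequence without a name had 39, 83 and 62 further reads.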

In total, 286499, 636508, and 592581 miRNA reads were obtained from 0, 12, and 24 HAI libraries, respectively. 

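All 289 miRNAs together made up 1.48% of the genome-mapped reads at 0 HAI (Wilson 95% interval, 1.48–1.49%), 2.84% at 12 HAI (2.83–2.85%) and 3.40% at 24 HAI (3.39–3.41%). Relative to 0 HAI, the share was 1.91 times as large at 12 HAI and 2.29 times as large at 24 HAI (limits 2.28–2.30). From 12 to 24 HAI it rose 1.20-fold. Among mapped reads without rRNA, tRNA, snoRNA and snRNA matches, the 24 to 0 HAI ratio was 2.13. Counting every row of the tables, so that a mature sequence counts once per precursor, moved the shares most, to 2.62%, 4.71% and 5.45%.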

Although a significantly smaller amount of miRNAs were mapped in the dry seeds (0 HAI) than that in the imbibed seeds (12 HAI and 24 HAI), the amount of genome-mapped sRNAs reads was substantial (Table 1), which implied the existence of a large number of other categories of sRNAs, i.e., siRNAs, in dry seeds. 

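Distances between the libraries were computed over the 289 miRNAs on log2(TPM + 0.01). The Euclidean distance was 33.8 between 0 and 12 HAI, 40.0 between 0 and 24 HAI and 17.8 between 12 and 24 HAI. Pearson's r across miRNAs, which are not independent replicates, was 0.886, 0.841 and 0.948 for these pairs, and Spearman's rho 0.866, 0.794 and 0.926. In average-linkage clustering the 12 and 24 HAI libraries joined first. The mean distance from 0 HAI was 2.07 times that between 12 and 24 HAI (95% range of 1000 Poisson resamples, 1.71–2.14). With only the miRNAs of at least 100 reads it was 2.69 times, the largest shift among the alternatives.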

HCL analysis using the LOG_2_TPM value of miRNAs showed that 0 HAI was separated from the other two time points (S3 Fig, Table B in S2 File). In order to directly plot the miRNA expression patterns in germinating rice seed, we normalized the TPM values through dividing each miRNA TPM by its corresponding maximum and reaching the abundance between 0 and 1. After normalization, one miRNA that was detected in at least one library with the normalized value lower than 0.5 (ratio >2 fold) was regarded as differentially expressed. 

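In the exact conditional binomial test with Benjamini-Hochberg adjustment, 158 of 289 miRNAs differed between the 0 and 24 HAI libraries at an adjusted p under 0.05, 153 higher and 5 lower at 24 HAI. With the summed miRNA reads as the denominator the same test gave 107 miRNAs, 47 higher and 60 lower. Between 0 and 12 HAI, 142 miRNAs differed, 140 of them higher at 12 HAI, and with DESeq2's size factors 63, of which 38 were higher. The median log2 ratio of 24 to 0 HAI over the 277 miRNAs with reads in both libraries was 0.98 in TPM. It became -0.22 with the summed miRNA reads, -0.03 with edgeR's TMM factors and -0.02 with DESeq2's size factors.

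**Figure D2:**
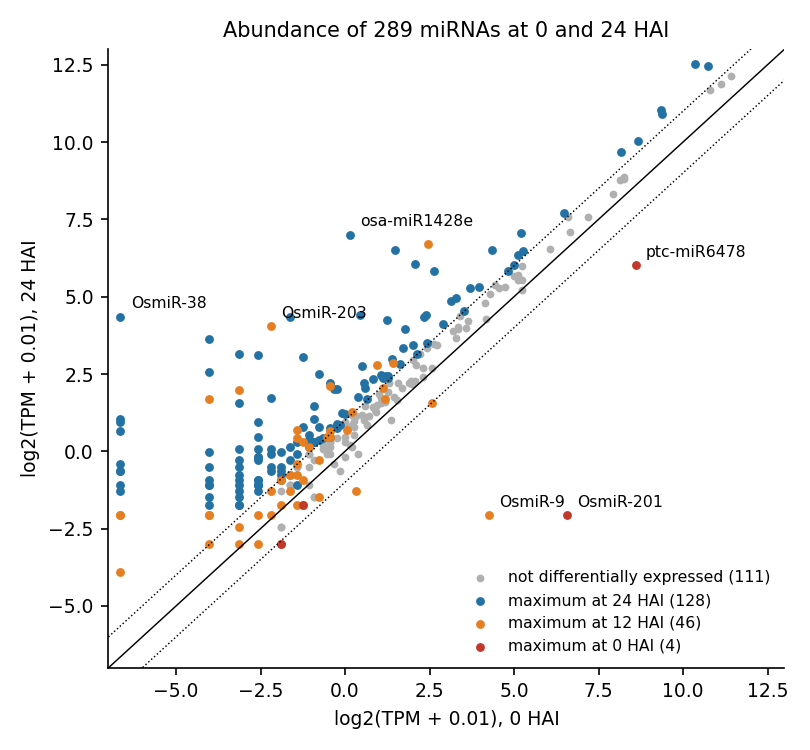
Abundance of 289 miRNAs at 0 HAI (horizontal axis) and 24 HAI (vertical axis) as log2(TPM + 0.01), with the library of the maximum in colour for differentially expressed miRNAs. The solid line marks equal values and the dotted lines a 2-fold difference; 253 of the 277 miRNAs with reads in both libraries lie above the solid line, a split that the scalings based on miRNA reads change.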

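The 2-fold rule applied to the deposited TPM values picked 35 of the 59 known miRNAs and 143 of the 230 named OsmiR. The maximum was at 12 HAI for 46 of them. The TPM at 0 HAI was under 0.5 of the maximum for 164. Of the differentially expressed miRNAs, 128 also had an adjusted p under 0.05 in at least 1 pair of libraries, whereas 50 had none and a median of 21 reads over the 3 libraries. Under 10 reads in every library were counted for 31 of the differentially expressed miRNAs. Among the 141 miRNAs with at least 100 reads, 73 passed the rule, 58 of them with the maximum at 24 HAI. The share with the maximum at 24 HAI was 71.9% in TPM. It was 40.5% of 111 miRNAs with the summed miRNA reads, 47.8% of 113 with edgeR's TMM factors and 53.2% of 111 with DESeq2's size factors. Of the 110 miRNAs with at least 100 reads and an adjusted p under 0.05 between 0 and 24 HAI, OsmiR-38 rose most, with 0, 366 and 356 reads and at least a 106-fold difference by its exact lower limit. The next were osa-miR1428e, with 21, 2100 and 2228 reads and a ratio of 117 (limits 76.6–190), and OsmiR-203, with 4, 391 and 288 reads and a ratio of 79.6 (30.8–294). OsmiR-101, with 1 read at 0 HAI, was at least 42.0-fold higher by its exact lower limit, and osa-miR169c was 65.5-fold higher (29.8–180).

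**Figure D3:**
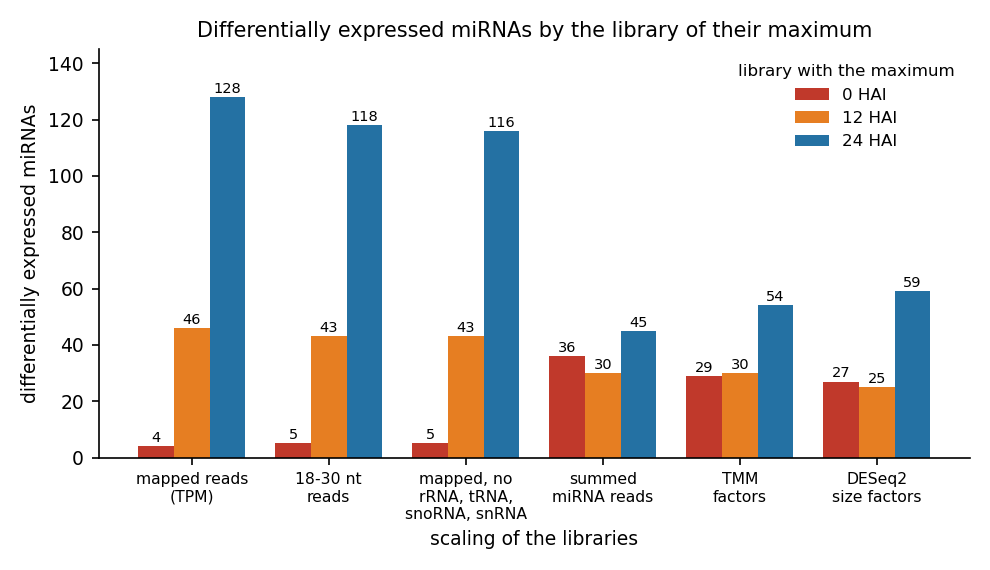
Number of differentially expressed miRNAs by the library of their maximum (bars) under 6 scalings of the 3 libraries (horizontal axis). In TPM 128 have their maximum at 24 HAI and 4 at 0 HAI, and with DESeq2's size factors 59 and 27.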

A total of 178 differentially expressed miRNAs were obtained in germination initiation stage (Table C in S2 File), most (128 miRNAs) of which were enriched in the 24 HAI. 

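In TPM, ptc-miR6478 fell from 387 at 0 HAI to 96.9 at 12 HAI and 64.5 at 24 HAI, a ratio of 24 to 0 HAI of 0.166 (limits 0.156–0.177). OsmiR-201 fell from 94.8 to 0.448 and 0.230, a ratio of 0.00243 (0.000661–0.00623). The other differentially expressed miRNAs with their maximum at 0 HAI were OsmiR-25, with 5, 4 and 2 reads, and OsmiR-116, with 8, 2 and 5 reads, both picked out after their values were seen. Their differences between 0 and 24 HAI were not detectable at this depth, with adjusted p of 0.529 and 0.649 from the exact test. OsmiR-116 passed the rule by its 2 reads at 12 HAI, a difference that its p does not test. All 4 passed the rule with the maximum at 0 HAI under each scaling, and the number of such miRNAs rose to 36 with the summed miRNA reads and 29 with edgeR's TMM factors. The 5 lowest ratios of 24 to 0 HAI among miRNAs with at least 100 reads and an adjusted p under 0.05 were those of OsmiR-201, OsmiR-9, ptc-miR6478, OsmiR-225 and OsmiR-86, in this order. OsmiR-9 had 364, 597 and 4 reads (ratio 0.0122) and OsmiR-225 had 115, 198 and 51 (0.491). OsmiR-86, with 725, 1338 and 814 reads, was still 1.24-fold higher at 24 HAI in TPM and lower under the 3 scalings based on miRNA reads.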

Only four miRNAs were enriched in the dry seeds, especially for ptc-miR6478 and a novel miRNA OsmiR-201.

To validate the miRNAs expression patterns obtained by deep sequencing, the 35 selected miRNAs were further verified by stem-loop real-time RT-PCR. The results showed that 27 miRNAs (about 77%) had expression patterns consistent to those in initial sequencing (Fig 5). However, some inconsistent results were also observed, such as OsmiR-220 and OsmiR-26, which were identified to be up-regulated remarkably with imbibition by sequencing but down-regulated by RT-PCR analysis, reflecting the dynamic change of the miRNAs expressions.

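In the sequencing data, OsmiR-220 had 42, 102 and 90 reads and a TPM of 2.19, 4.57 and 5.18 at 0, 12 and 24 HAI. Its ratio of 24 to 0 HAI was 2.37 (limits 1.63–3.51). OsmiR-26 had 744, 1290 and 1563 reads and a TPM of 38.7, 57.8 and 90.0, with a ratio of 2.32 (2.13–2.54). Neither passed the 2-fold rule with the summed miRNA reads, edgeR's TMM factors or DESeq2's size factors. Over the 3 libraries, the 8 miRNAs with a star in Fig 5 had a median of 3240 reads and the other 27 a median of 1568 (two-sided exact rank-sum test, p = 0.384).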

**Fig 5:**
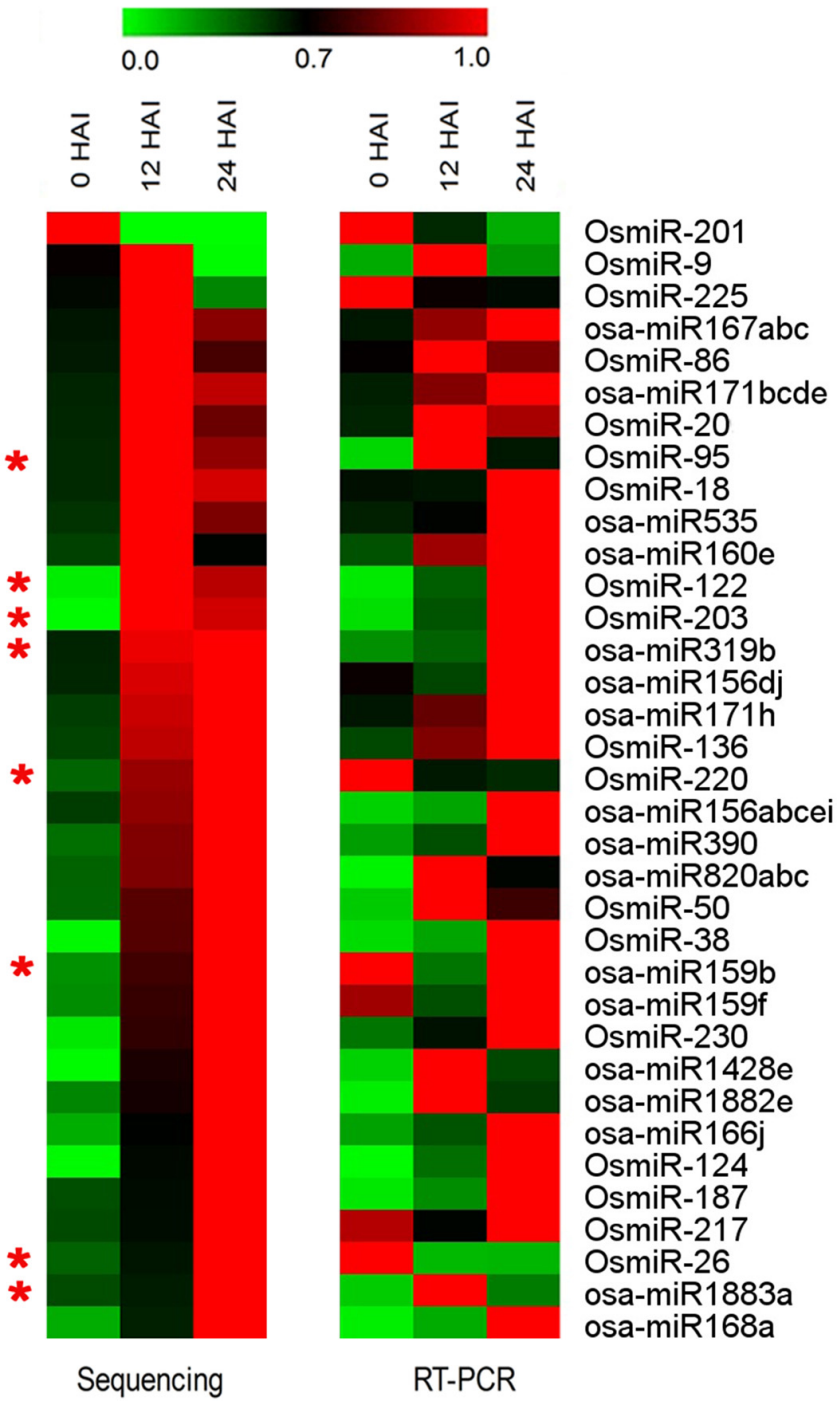
Heatmaps of sequencing data and stem-loop real-time RT-PCR. The bar represents the scale of the expression levels of miRNAs. The stars indicate inconsistent results between sequencing and RT-PCR.

The intragenic miRNA, especially for the intronic miRNA, may be derived from a common precursor transcript and display coincidental expression pattern with the host gene [32,33]. We also investigated the expression relationship between miRNAs and the host genes inferred from the transcriptome dataset (GSE43780) [5]. However, neither the exonic nor intronic miRNAs had significant co-expression with their host genes, suggesting that these miRNAs were controlled by different promoters with their host genes (S4 Fig, S4 Table).

### Target Prediction and Function Analysis of Identified miRNAs

The target genes of all identified miRNAs were predicted using three classical methods: Mireap, degradome and psRNATarget analysis. After searching the rice genome dataset MSU7.0, 132, 163, 1011 target genes were obtained for 72, 133, and 242 miRNAs by the three methods, which were assembled into 207, 217, and 1508 miRNA-target pairs, respectively. Finally, a total of 1197 target genes for 259 miRNAs were found, which constituted 1784 miRNA-target pairs (S5 Table). Unexpectedly, only 25 pairs (21 genes targeted by 15 known miRNAs and one novel miRNA) were shared by all three prediction methods, and 123 (82 genes targeted by 26 known miRNAs and 24 novel miRNAs) pairs were shared by at least two methods (Fig 6A). Of the 21 common targets, most were conserved transcription factors for ancient miRNAs, including SQUAMOSA PROMOTER BINDING PROTEIN-LIKE (*SPL*s) protein coding genes targeted by miR156/miR529, *ARF*s targeted by miR160, *TCP*s targeted by miR319, and *MYB*s targeted by miR159.

**Fig 6:**
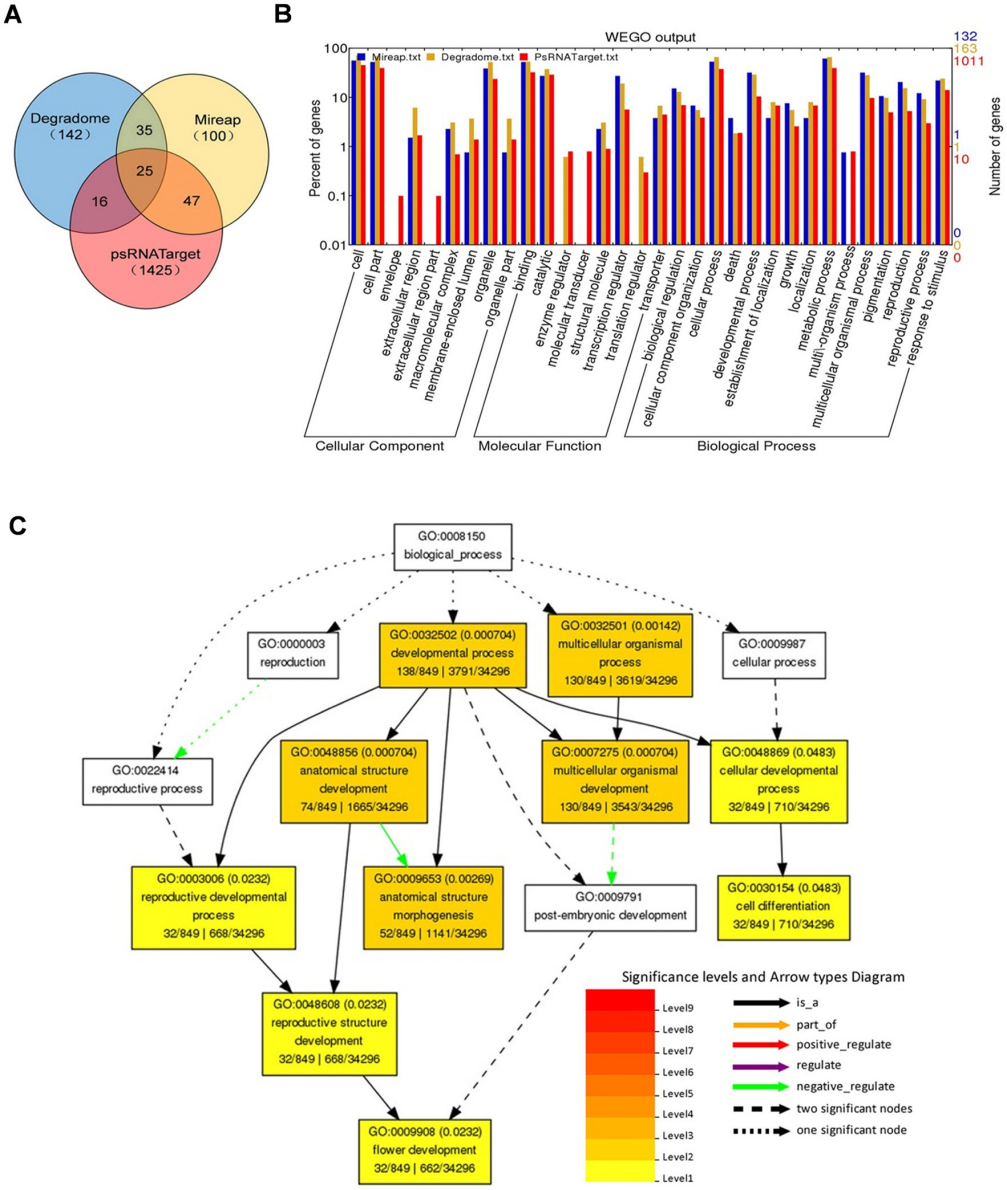
Gene ontology (GO) analysis of miRNAs’ target genes. **(A)** Venn diagram shows the overlapping relationship of the target prediction results among the three methods. **(B)** Categorization of miRNAs target genes with WEGO (http://wego.genomics.org.cn/cgi-bin/wego/index.pl). **(C)** GO enrichment of target genes using Agrigo (http://bioinfo.cau.edu.cn/agriGO/). The color scale shows the P-value cutoff levels for each biological process. The more statistically significant it is, the darker or redder the color is.

All the putative target genes were categorized through gene ontology (GO) analysis. The results showed that these genes were involved in various molecular functions, i.e., binding, catalytic activity, and transcription regulation, and played roles in many biological processes, i.e., metabolic and cellular processes and signaling (Fig 6B). The Singular Enrichment Analysis (SEA) results of Agrigo software indicated that target genes related to the anatomical structure development (p = 2*10^−6^) and multicellular organismal development (P = 5.7*10^−6^) were significantly enriched in the biological process category (Fig 6C). In contrast, no GO term was enriched for the categories of cellular component and molecular function.

Furthermore, the expression profiles of target genes were extracted from the transcriptome dataset (GSE43780) [5]. In general, the mRNA expression profiles were negatively correlated with their corresponding miRNAs (Table A in S3 File). Of the 178 differentially expressed miRNAs, 28 (16 known and 12 novel) miRNAs with sequencing reads over 100 were significantly expressed opposite to their targets (Folds > 2, Correlation index < -0.5, Table B in S3 File). These targets included 39 genes encoding proteins for major and minor metabolism, protein degradation and post-translational modification, transportation, and transcriptional regulation, which participated in cellular, metabolic, growth, developmental, and other biological processes.

### Verification of miRNAs-Induced Cleavage by 5’-RACE

To validate the authentic cleavage event of the known or novel miRNAs in the germinating rice seed, some inversely expressed miRNA-target pairs were selected to verify the cleavage site through 5ʹ-RACE.

GAMYB is well documented as the gibberellin (GA) signaling regulator in cereal aleurone cells [34]. The transcriptome data of germinating rice seeds indicated that both *OsGAMYBL1* (*LOC_Os06g40330*) and *OsGAMYB* (*LOC_Os01g59660*) were remarkably down-regulated in the first 24 HAI. Our RT-PCR results showed that the mRNA level of *OsGAMYBL1* was constant while the level of *OsGAMYB* decreased in the first 24 h of imbibition (Fig 7A). ABA and GA are two vital phytohormones in regulating seed germination. We detected ABA and GA responses of the selected miRNAs and their targets in this study. RT-PCR results showed that both miR159 and *GAMYB*s were insensitive to ABA and GA in rice embryos. RNA ligase-mediated 5ʹ-RACE indicated that *OsGAMYBL1* and *OsGAMYB* produced PCR products with canonical cleavage sites of miR159 (Fig 7B). Unexpectedly, we also found some fragments mapped down-stream of the canonical cleavage sites, which reflected the existence of RNA degradation after cleavage, and hence the post-transcriptional modification.

**Fig 7:**
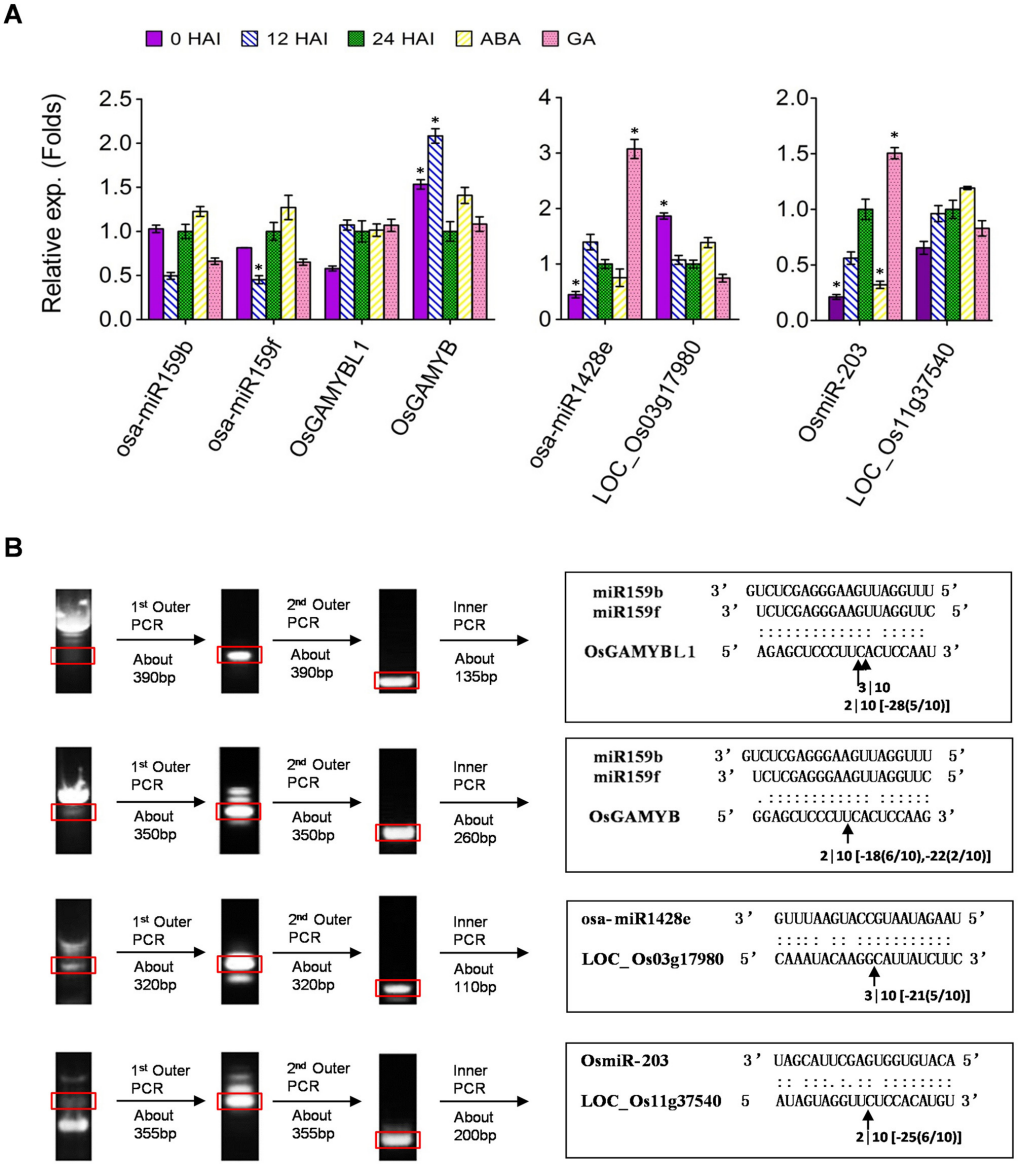
Real-time RT-PCR and 5’-RACE analysis. **(A)** Real-time RT-PCR analysis of the relative expression of osa-miR159b, osa-miR159f, osa-miR1428e and OsmiR203 and their corresponding targets in embryos of 0, 12, and 24 HAI and ABA- or GA- treated seeds. The data represent the mean values ± SD of three replicates. The rice 18S rRNA fragment was amplified as internal control. Asterisks (* p < 0.01, Student’s t-test) represent significant differences from the expression level in 24 HAI seed embryos. **(B)** Validation of target mRNA cleavage sites by RNA ligase mediated 5ʹ -RACE. The rectangles on the gel show the bands of nested PCR products. The arrows indicate the cleavage sites, the numbers under the arrows show the frequency of RACE clones sequenced, and the numbers in the brackets show the position and frequency of cleavage sites downstream of the canonical sites.

Real-time RT-PCR results indicated that rice special miRNA osa-miR1428e-3p was increased during seed imbibition and induced greatly by GA. Inversely, its target *OSK3* (a carbon catabolite depressing protein kinase encoded by *LOC_Os03g17980*) was decreased during seed imbibition and insensitive to GA and ABA. OsmiR-203 was induced by GA as well, and its target *LOC_Os11g37540* (encoding a protein phosphatase 2C family protein) displayed consistent expression under all detected conditions (Fig 7A). The 5ʹ-RACE also detected the canonical cleavage sites on the *OSK3* and *LOC_Os11g37540* for osa-miR1428e-3p and OsmiR-203, while most clones carried fragments matched to the downstream sequences, suggesting that mRNA fragments induced by miRNA-mediated cleavage were easily degraded from the 5ʹ terminal (Fig 7B).

## Discussion

### Specific miRNA Profiles and Expression Patterns in Dry and Imbibed Rice Seeds

The rice dataset of the miRBase (version 21) has recorded 688 precursors for mature miRNAs from 332 families. However, we identified only 83 precursors processed for 59 known miRNAs belonging to 42 families in rice seeds; this ratio is relatively lower than that in leaf, root and pollen [16]. Moreover, the HCL analysis and PCA indicated that the known miRNA expression profiles in the embryo of rice seeds were significantly separated from that of the leaf, root, callus and developing pollen (Fig 4). 

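In the embryo libraries, osa-miR1876 had a TPM of 288 at 0 HAI, 731 at 12 HAI and 827 at 24 HAI. It lies on chromosome 10 from 4833401 to 4833493, in an intron. The TPM of osa-miR5150, on chromosome 4 from 18470800 to 18470856 and also in an intron, was 146, 212 and 190. That of osa-miR159f was 646, 1604 and 2094, that of osa-miR166l 660, 1397 and 1932, and that of osa-miR319b 2737, 4445 and 4538. By the 2-fold rule osa-miR1876, osa-miR159f and osa-miR166l were differentially expressed, but none of the 5 was under the 3 scalings based on miRNA reads. The direction of osa-miR5150, 1.30-fold higher at 24 HAI than at 0 HAI in TPM, turned to lower under those scalings. The direction of osa-miR319b, also higher at 24 HAI in TPM, turned to lower under them too. The leaf, root, callus and pollen data were not analysed here.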

Particularly, some known miRNAs, i.e., osa-miR1876 and osa-miR5150, were abundantly expressed in rice seed but were not detected in other tissues, and osa-miR159f, osa-miR166l, and osa-miR319b were predominantly expressed in the seed, which suggested the pivotal regulatory roles of these miRNAs in seed germination. The size distribution of miRNAs has been revealed to be tissue-specific in Arabidopsis and rice [16,35]. Most of the conserved miRNAs are short sRNAs with size ranging from 20 to 22 nt [7]. The 24-nt miRNAs are involved in DNA methylation or histone modifications leading to transcriptional gene silencing and chromatin remodeling [36,37]. In imbibed seeds, many 24-nt miRNAs with low abundance and fluctuating expression patterns were identified (S2 and S3 Tables), and most of them were novel. 

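By the 2-fold rule, 107 of the 24-nt miRNAs (56.6%) and 71 of the shorter miRNAs (71.0%) were differentially expressed. The maximum was at 0 HAI for 2 of the 24-nt miRNAs, at 12 HAI for 27 and at 24 HAI for 78. With the summed miRNA reads as the denominator, 59 of the 24-nt miRNAs passed the rule, 23 with the maximum at 0 HAI, 17 at 12 HAI and 19 at 24 HAI. The known 24-nt miRNAs numbered 13 and had a median of 1300 reads over the 3 libraries.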

From the above analysis, we concluded that the unique miRNAs composition and expression profiles existed in dry and imbibed rice seeds.

The composition of miRNAs in germinating rice seed was relatively stable as 277 of 289 identified miRNAs were shared by three libraries (Fig 1), whereas their expression pattern varied greatly. 

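At least 1 read in each library was found for 276 of the 289 miRNAs. No read was found at 0 HAI for 12 miRNAs, of which 5 had 10 or fewer reads at both 12 and 24 HAI, and none at 12 HAI for 1 further miRNA. With more than 5 reads required in each library, the number was 206. A count of 0 in a library of this depth does not exclude expression below the floor.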

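Of the 277 miRNAs with reads at both 0 and 24 HAI, 24 had a lower TPM at 24 HAI than at 0 HAI. The exact test called 5 of these directions, and with edgeR's TMM factors it called 43 miRNAs lower and 56 higher at 24 HAI.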

Altogether, 178 differentially expressed miRNAs were identified, and only few miRNAs had higher TPM values in dry seeds, such as ptc-miR6478 and OsmiR-201 (Table C in S2 File). However, the miRNAs expression patterns between 12 and 24 HAI were similar. HCL analysis showed that the expression profile of miRNAs in 0 HAI seed embryos was separated from that of the other two time points (S4 Fig). The drastic turnover of the miRNAs profile from dry seeds to imbibed seeds suggested that miRNA-mediated regulatory metabolisms were rapidly activated after imbibition.

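The TPM values of 0 and 24 HAI lay more than 2-fold apart for 153 miRNAs, those of 0 and 12 HAI for 120 and those of 12 and 24 HAI for 55. Between 12 and 24 HAI the median log2 ratio was 0.16 over 287 miRNAs. The exact test called 82 miRNAs between these libraries, 58 higher and 24 lower at 24 HAI, and with the summed miRNA reads as the denominator 87, of which 35 were higher and 52 lower. From the turnover of the miRNA profile between dry and imbibed seeds, the paper proposes that regulation by miRNAs was rapidly activated after imbibition.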

### Roles of miRNAs in Initiation of Rice Seed Germination

Since protein translation from the stored long-lived mRNAs is indispensable for seed germination, the miRNA-mediated post-transcription regulation can play key roles in the mRNA selective translation and protein turnover during this process [38,39]. To comprehensively explore the possible roles of identified miRNAs during seed imbibition, two widely accepted softwares, Mireap and PsRNATarget, were used to predict the miRNA targets. According to the miRNA-target sequence complementation, it is relatively easy to predict the plant miRNA targets with the reference genomic or transcriptomic sequence data [23]. However, the computational prediction is challenged by a high level of false positives that exist in miRNA-target pairing [40]. Degradome sequencing is a recently established, efficient strategy to identify miRNA targets on a large scale [22,41]. In this study, degradome analysis was also used for targets prediction based on the published datasets. In total, 1197 target genes involved in various functions for 259 miRNAs were obtained by three prediction methods. However, the remaining 30 miRNAs were failed to find potential targets. These miRNAs might regulate gene expression through non-stringent complementary paring, such as translational repression [42,43], or guide the non-coding locus cleavage and produce phasi/tasiRNA [8]. GO enrichment results indicated that target genes involved in anatomical structure development and multicellular organismal development, i.e., wall-associated protein kinases (*OsWAK*s), expansin precursors, and *OsSPL*s, were over-represented. This is consistent with the development process of germination initiation, during which many cell structures need to be repaired or synthesized *de novo*. Unexpectedly, only 25 miRNA-target pairs overlapped in the three methods of analysis. The ultra-low overlap among these target prediction methods reflected a difference in the parameter setting or prediction principle. This is also strongly suggestive of the predicted targets which need to be confirmed experimentally since the result varied with different prediction methods.

Transcription factors such as *TCP*s, *ARF*s and *SPL*s have been confirmed to be easily targeted by conserved miRNAs. By repressing *TCP*s, miR319 played a central role in coordinating multiple miRNAs (i.e., miR396 and miR164) and phytohormones (including auxin, ABA and GA) pathways to control lateral organ development [44,45]. Auxin alone is not generally considered as a typical seed germination hormone, but it was revealed to interact with ABA through *ARF10* targeted by miR160 and to be involved in seed germination and post-germination control [11]. The auxin signal affects rice root development through regulation of miR156-SPLs [46]. SPL proteins have also been revealed to restrain the transition from post-germination to autotrophic growth and affect seedling establishment [31,47]. In this study, osa-miR319 and osa-miR156abcdejl showed high abundance, but miR160abe was relatively low-expressed in all three libraries. 

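The 3 mature sequences of miR156 had a summed TPM of 4009, 6490 and 7094 at 0, 12 and 24 HAI. Most of it came from osa-miR156dj, with 43067, 80489 and 65482 reads, and osa-miR156abcei, with 33922, 64415 and 57524. The sequence of the latter is contained in that of the former. The TPM of miR160 was 9.74, 25.0 and 16.7. Within this family osa-miR160e had 185, 413 and 221 reads and osa-miR160ab 2, 146 and 69. The ratio of 24 to 0 HAI for miR160 was 1.72 in TPM (limits 1.42–2.07), and its direction turned to lower under the 3 scalings based on miRNA reads. The adjusted p of the exact test was 0.00308 with the summed miRNA reads, 0.118 with edgeR's TMM factors and 0.131 with DESeq2's size factors.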

Since the complex biological process of seed germination is regulated by a great interaction network of phytohormones, these conserved miRNAs are devoted to the germination initiation and the following seedling establishment through targeting the related signaling regulation factors. However, until now, the mechanisms of miRNAs-mediated phytohormone crosstalk involving in seed germination are largely unknown.

The first 24 HAI is critical for initiation of rice seed germination, during which RNA transcription, metabolism resumption and cellular repair are highly activated [19,38,48,49]. According to the published transcriptome data, 28 miRNAs were found to be expressed remarkably opposite to their targeted genes (Table B in S3 File), including conserved miRNAs, i.e., miR169ijk targeted nuclear factors, miR390 targeted ATP binding proteins, and miR166e targeted SGT1 protein, which are known to participate in plant development and disease resistance [50]. Novel miRNA-target pairs provide useful information to explore the new functions of miRNAs in rice seed germination. For example, OsmiR-129 sharply increased during seed imbibition, it might reduce the phytic acid synthesis in rice seeds by targeting a multi-drug resistance-associated ABC transporter and release micronutrients and organic phosphorus for seed germination [51]. 

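OsmiR-129, of 24 nt, was listed on chromosome 4, plus strand, from 22426826 to 22427064, in an intergenic region. Its reads were 297, 668 and 692 and its TPM 15.5, 29.9 and 39.9 at 0, 12 and 24 HAI. The ratio of 24 to 0 HAI was 2.58 (limits 2.25–2.96; adjusted p = 1.94e-45, exact conditional binomial test). It did not pass the 2-fold rule under any of the 3 scalings based on miRNA reads, where its log2 ratio was 0.17 with the summed miRNA reads, 0.36 with edgeR's TMM factors and 0.37 with DESeq2's size factors. The adjusted p of the exact test was 0.188, 0.00107 and 0.000720 under these.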

Notably, among those inversely expressed miRNA-target pairs, several miRNAs were found to target genes with unknown function, i.e., OsmiR-100 (LOC_Os07g07030), OsmiR-217 (LOC_Os07g08669), OsmiR-232 (LOC_Os05g06910). It is worth in-depth investigation on the roles of those miRNA-target pairs in the seed germination regulation.

The expression level of miRNAs are not only inversely but sometimes also positively correlated with their target genes for feedback regulation or other interference factors [16]. In this study, many differentially expressed miRNAs were identified to be positively correlated with their target genes, such as OsmiR-201. 

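OsmiR-201, with the sequence TCTTTGGCATTCTGTCCACCT, was listed on chromosome 2, plus strand, from 27148164 to 27148255, in an exon. The sequence was not compared with known miRNAs outside the deposited tables, so membership of a known family such as miR394 is not excluded. Its reads were 1821 at 0 HAI, 10 at 12 HAI and 4 at 24 HAI. The difference between the 12 and 24 HAI libraries was not detectable at this depth (adjusted p = 0.501, exact conditional binomial test).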

OsmiR-201 is highly expressed in dry seeds but the expression decreases rapidly during imbibition. Three potential targets of OsmiR-201, LOC_Os05g50660 (encoding a PX domain containing protein), LOC_Os01g69940 (encoding an F-box domain containing protein), and LOC_Os01g62800 (encoding a methyltransferase) decrease during seed imbibition. Exploring whether the feedback regulations exist in these kinds of miRNA-target pairs will help to understand the miRNA-mediated regulations from a new angle.

### MicroRNA Mediates the Crosstalk between ABA and GA in Controlling Rice Seed Germination

ABA is well documented as a seed dormancy maintainer that functions antagonistically to GA. MicroRNA159 has been reported extensively to be involved in the crosstalk between ABA and GA through cleavage of *GAMYB*-like genes in leaves, flowers, seed maturation and germination process [34,52,53]. In Arabidopsis seeds, exogenous ABA results in the accumulation of miR159 that participates in the regulation of seed germination by targeting MYB33 and MYB101, two positive regulators of ABA response [53]. This negative feedback might contribute to the developmental switch from seed dormancy to germination in Arabidopsis [54]. In rice, expression of miR159 was detected in various organs except in seeds. However, its target genes, *OsGAMYBL1* and *OsGAMYB*, which regulate almost all GA-regulated genes in aleuronic cells, are highly expressed in the seed aleurone layer and promote storage hydrolysis during seed germination [34]. The expression level of miR159 is found to be very low in the embryo of non-dormant maize seeds [55]. 

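Of the 2 listed members of miR159, osa-miR159b had 32567, 97416 and 97504 reads at 0, 12 and 24 HAI and osa-miR159f had 12398, 35813 and 36349. In TPM, osa-miR159b was 3.31-fold higher at 24 HAI than at 0 HAI (limits 3.27–3.35) and osa-miR159f 3.24-fold (3.18–3.31). The size of the rise depended on the scaling. For osa-miR159b the log2 ratio was 1.73 in TPM and 0.53 with the summed miRNA reads. It was 0.73 with edgeR's TMM factors and 0.74 with DESeq2's size factors. Fig 5 marks the RT-PCR pattern of osa-miR159b, but not that of osa-miR159f, as unlike the sequencing. The 2 sequences are nearly identical and reads were aligned with up to 2 mismatches, so how the reads were divided between the members is uncertain.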

Unexpectedly, in this study, we identified abundant miR159, especially miR159f, in the embryos of germinating rice seeds. In addition, we observed that miR519 was insensitive to ABA or GA. Thus, the plentiful miR159 in rice embryo cannot be induced by ABA as it is in Arabidopsis. RACE analysis verified that *OsGAMYBL1* and *OsGAMYB* were both cleaved by miR159 at the canonical positions. Meanwhile, *OsGAMYB* (the ortholog of Arabidopsis MYB33) was detected to be down-regulated by RT-PCR and microarray analysis in the embryos of germinating rice seeds (S3 File and Fig 7A). It is of interest to reveal the distinctive expression patterns of osa-miR159 and the role of osa-miR159 mediated crosstalk between ABA and GA in the embryo of germinating rice seed in future studies.

Two other targets potentially involved in the ABA signaling were also verified by 5ʹ-RACE. One is *OSK3*, targeted by rice known miRNA osa-miR1428e-3p. *OSK3* has been identified as an important gene for starch accumulation in the early stages of rice endosperm development [56]. During seed germination, most proteins related to rice endosperm development are rapidly degraded [19,57]. Similarly, *OSK3* was detected to decrease drastically by RT-PCR in seed imbibition. *OSK3* belongs to the sucrose non-fermenting related kinase 1 (*SnRK1*) family, which is well documented as a central component of the regulatory response to glucose starvation and participates in ABA signaling pathways [58,59]. However, RT-PCR results showed that *OSK3* was insensitive to ABA or GA in the embryo of germinating rice seed, suggesting that the function of *OSK3* might be regulated by ABA at the post-translational level. In contrast, osa-miR1428e-3p was induced significantly by GA, implying that GA displayed antagonistic role to ABA through up-regulating the inhibitor of the positive regulator in ABA signaling. Gene *LOC_Os11g37540* encoding a PP2C domain containing protein was predicted to be targeted by a novel miRNA OsmiR-203. Rice has 90 PP2C proteins, and most of them participate in ABA signaling by interacting with SnRKs and suppressing SnRKs activation through dephosphorylation of Ser/Thr residues in the activation loop [58,60]. However, the RT-PCR results indicated that *LOC_Os11g37540* was insensitive to ABA or GA, and OsmiR-203 was slightly increased by GA but inhibited by ABA. These observations reflect the complex crosstalk between ABA and GA mediated by miRNAs in controlling rice seed germination.

## Supporting Information

S1 Fig Abundance of conserved miRNAs in three miRNA datasets of 0, 12 and 24 HAI rice seed embryos. (TIF) Click here for additional data file.

S2 Fig Verification of 35 identified miRNAs by stem-loop RT-PCR. Lanes 3–19 are the 17 known rice miRNAs: osa-miR156abcei, osa-miR156dj, osa-miR160e, osa-miR166j, osa-miR167abc, osa-miR168a, osa-miR171bcde, osa-miR171h, osa-miR319b, osa-miR390, osa-miR535, osa-miR820abc, osa-miR1428e, osa-miR1862abc, osa-miR1882e, osa-miR1883a, and osa-miR5150. Lanes 20–37 are the 18 novel miRNAs OsmiR-9, OsmiR-18, OsmiR-20, OsmiR-26, OsmiR-38, OsmiR-50, OsmiR-86, OsmiR-95, OsmiR-122, OsmiR-124, OsmiR-136, OsmiR-187, OsmiR-201, OsmiR-203, OsmiR-217, OsmiR-220, OsmiR-225, and OsmiR-230. Lane M1, 100 bp DNA ladder size marker. Lane M2, 50 bp DNA size marker.
(TIF) Click here for additional data file.

S3 Fig Hierarchical clustering analyses of all miRNAs in 0, 12 and 24 HAI rice seeds embryos. The bar represents the scale of the miRNAs expression levels. The detailed expression information is listed in the S4B Table.
(TIF) Click here for additional data file.

S4 Fig Correlation of expression of intronic or exonic miRNAs and their corresponding host genes. The bar represents the scale of the miRNAs expression levels, TPM values of miRNAs and GCRMA values of mRNAs were normalized between 0 and 1. The detailed information is listed in S5 Table.
(TIF) Click here for additional data file.

S1 File Characteristics of the miRNA precursor candidates. Minimal folding free energy **(Figure A)**, size **(Figure B)** and GC% content **(Figure C)** distributions of the miRNA precursor candidates.
(TIF) Click here for additional data file.

S2 File Expression analysis of identified miRNAs. Expression profiling of known miRNAs in seven libraries (**Table A**). Normalizating the expression of all miRNAs by Log2TPM for heatmap (**Table B**). All 178 differentially expressed miRNAs (**Table C**).
(XLSX) Click here for additional data file.

S3 File Expression profiles of miRNAs and their corresponding targets. Expression profiles of all predicted miRNA-target pairs (**Table A**). Oppositely expressed miRNA-target pairs (**Table B**).
(XLSX) Click here for additional data file.

S1 Table Primers used in this study. (XLSX) Click here for additional data file.

S2 Table All identified known miRNAs. (XLSX) Click here for additional data file.

S3 Table All predicted novel miRNAs. (XLSX) Click here for additional data file.

S4 Table Expression profiles of intronic or exonic miRNAs and their host genes. (XLSX) Click here for additional data file.

S5 Table Target gene prediction for all identified miRNAs using three methods. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

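Small RNA sequencing libraries of rice embryos at 0, 12 and 24 HAI were examined, with 1 library per time point. The RNA of 4 plates was mixed before each library was made, so the libraries have no replicates, and edgeR's quasi-likelihood test could not be fitted. The 3 libraries were mapped to the time points by their labels and the paper.

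The authors deposited 2 tables, of known miRNAs and of predicted miRNAs. The read counts in them were made by the authors by filtering the reads for quality, adaptors and contaminants, keeping lengths of 18–30 nt, mapping with Bowtie to MSU 7.0, discarding matches to rRNA, tRNA, snRNA and snoRNA, and matching to miRBase with up to 2 mismatches or predicting with miRDeep2. The TPM values were deposited by the authors beside the counts, and in all 407 rows they equal the counts divided by the genome-mapped reads, times 1000000, whereas the formula in the paper's methods names the clean reads. The percent of G+C in each precursor was deposited by the authors for the predicted miRNAs. The folding scores, which are the MFE in kcal/mol and for the predicted miRNAs the MFEI, were also computed by the authors, with Mfold per the text of the paper. The table of known miRNAs holds its content in 2 copies, of which the first was read. One sequence of 20 nt in the table of predicted miRNAs has no name. It was left out of the totals and of the tests on the 289 miRNAs, but its 2 precursors were kept among the 407. The sequence would add 0.243%, 0.246% and 0.221% to the reads of the miRNAs named OsmiR at 0, 12 and 24 HAI.

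Each mature sequence was counted once, which gave 59 known miRNAs and 230 named OsmiR. Library totals, reads of 18–30 nt and structural RNA matches were taken from the paper's Table 1. The TPM values were divided by the maximum of each miRNA, and a lowest value under 0.5 was called differentially expressed, as in the paper. The reads of 2 libraries were compared with a two-sided exact conditional binomial test given the library totals, with Benjamini-Hochberg adjustment over the miRNAs with at least 1 read in the pair and a threshold of 0.05. Such a test compares 2 libraries. Families were tested on their summed reads, with the adjustment over the 42 families. Ratios have exact conditional 95% limits, shares have Wilson 95% intervals, and a ratio against 3 or fewer reads is ranked with 3 reads in their place and printed as its exact lower limit. First bases were compared with Fisher's exact test and arms with an exact binomial test against 50%. Distances used log2 of TPM with 0.01 added, and 1000 Poisson resamples gave the range of the distance ratio. The MFE of each listed precursor sequence was also computed with RNAfold 2.7.2. The other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, networkx 3.6.1, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The last 2 were used only for scaling factors.

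The comparisons, their tests and their alternatives were set before the deposited tables were examined, but the supplementary tables of the paper, which list the same reads, had been read by then. The alternatives were 5 other scalings (reads of 18–30 nt, mapped reads without structural RNA, summed miRNA reads, TMM factors of edgeR, size factors of DESeq2), filters of at least 10 reads in a library and of at least 100 reads over the 3 libraries, 1 read added, a lower 95% limit over 2, a ratio over 3, added values of 0.1 and 1 TPM, every row of the tables counted, known miRNAs and miRNAs named OsmiR taken apart, more than 5 reads in each library, the MFE of RNAfold, the MFEI alone, and the arm found from the sequence. TMM factors and DESeq2's size factors assume that most miRNAs do not change. The summed miRNA reads assume an unchanged total, of which the 5 most abundant miRNAs held 65.7%, 66.6% and 68.0% at 0, 12 and 24 HAI. There was no spike-in. miRNAs are named in the text if the paper names them, or if they have the 5 highest or 5 lowest ratios of 24 to 0 HAI among miRNAs with at least 100 reads and an adjusted p under 0.05.

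The exact test and the 2-fold rule were tested on simulated data, in 50 runs at the depth of the libraries with 200 miRNAs changed 4-fold. The test called 83.4% of the changed and 2.67% of the unchanged miRNAs. The rule was passed by 15.5% of the unchanged miRNAs, and by 0.230% of those with at least 100 expected reads. For miRNAs raised 4-fold with at least 100 expected reads, the 95% limits covered the simulated ratio in 95.5% of cases. Limits of other miRNAs were not checked. The simulated libraries held counting error alone, with as many miRNAs raised as lowered.

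The size distribution of all small RNAs, the other tissues, the RT-PCR and 5′-RACE measurements, the degradome and the precursor osa-MIR1862d-2 were not analysed here. The targets and host genes listed by the paper were used only in the additional observations.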

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

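The test of overlapping positions was chosen after the reads of the sequence had been seen.

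The deposited table of predicted miRNAs counts a sequence that has no miRNA name, TTAATGAATCTAGACATATT, of 20 nt. It was singled out because its reads, 39 at 0 HAI, 83 at 12 HAI and 62 at 24 HAI, lie above the 3 reads that a count of 0 allows. In TPM these are 2.03, 3.72 and 3.57, and the ratio of 24 to 0 HAI was 1.76 (exact conditional 95% limits 1.16–2.70), below the median ratio of 1.97 over all miRNAs with reads at both times. Its 2 precursors, OsMIR-179-2 and OsMIR-179-3, are listed on chromosome 11 from 662908 to 662949 and on chromosome 7 from 2707243 to 2707314. The first has 42 nt by its listed sequence, under the paper's minimum of 45 nt.

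Shifted reads of a hairpin listed under another name are argued against by the positions: 0 listed positions of other miRNAs overlap those of the sequence, and the nearest is 278550 bp away. It shares 16 nt with OsmiR-65, so reads of related sequence are not excluded by this test. Its precursors are named OsMIR-179-2 and OsMIR-179-3, but no miRNA OsmiR-179 and no first precursor of that number are listed. The test could not cover a precursor that is not listed. Each time point has 1 library, so a change during imbibition was not tested against a difference between libraries.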

How the results depend on the processing

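All alternatives were set before the deposited tables were examined, but after the supplementary tables of the paper, which list the same reads, had been read. No paired analysis was possible because each time point has 1 library.

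Counting every row of the tables moved the miRNA share of mapped reads to 2.62%, 4.71% and 5.45% at 0, 12 and 24 HAI, because a sequence then counts once per precursor. With reads of 18–30 nt as the denominator the shares were 1.28%, 2.34% and 2.78%, and without rRNA, tRNA, snoRNA and snRNA matches 1.72%, 3.08% and 3.65%. The share rose from 0 to 12 to 24 HAI under each of these 3 alternatives. The 21-nt share of miRNA reads was 49.4%, 52.3% and 54.1% with every row counted, 72.8%, 75.3% and 76.6% for known miRNAs, and 26.8%, 24.7% and 23.9% for the miRNAs named OsmiR, where it fell with time. These shifts follow from which sequences and reads enter the shares.

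The number of differentially expressed miRNAs, 178 in TPM with 128 maxima at 24 HAI, moved with the scaling. It was 111 with the summed miRNA reads (45 maxima at 24 HAI), 113 with TMM factors (54) and 111 with DESeq2's size factors (59), and 89, 98 and 97 of these were among the 178. Each scaling multiplies every ratio between 2 libraries by one factor, so the miRNAs that pass change by construction. With at least 100 reads required it was 73 (58 at 24 HAI), with the lower 95% limit over 2 it was 68 (54), and with a ratio over 3 it was 108 (80), since these settings test fewer miRNAs or ask for more. With the reads of 18–30 nt or the mapped reads without structural RNA as the denominator, at least 10 reads in a library, or 1 added read, it stayed within 1.5 times of 178, the lowest being 147 with at least 10 reads.

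In the exact test, 158 miRNAs differed between 0 and 24 HAI (153 higher, 5 lower), 99 with TMM factors (56 higher, 43 lower) and 98 with DESeq2's size factors (56 higher, 42 lower). Between 0 and 12 HAI it called 142 (140 higher, 2 lower), and 66 with the summed miRNA reads (35 higher, 31 lower), 61 with TMM factors (38 higher, 23 lower) and 63 with DESeq2's size factors (38 higher, 25 lower). Between 12 and 24 HAI the number stayed between 82 and 87 under these scalings, but 58 higher and 24 lower became 35 and 52 with the summed miRNA reads and 41 and 41 with TMM factors.

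The mean distance of the 12 and 24 HAI libraries from 0 HAI, 2.07 times that between them, became 2.34 with at least 10 reads in a library and 2.69 with at least 100 reads, where miRNAs near 0 reads drop out. The scalings gave 1.83 to 2.05.

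Of 37 named miRNAs and families, 23 kept the direction and the side of the threshold of their log2 ratio of 24 to 0 HAI under all 5 scalings. With the summed miRNA reads the direction reversed for OsmiR-217 (-0.18), OsmiR-86 (-0.88), miR156 (-0.37), miR160 (-0.42), miR164 (-0.52), miR319 and its member osa-miR319b (-0.47), miR396 (-0.054), osa-miR1862d (-1.09) and osa-miR5150 (-0.82). With TMM factors it reversed for OsmiR-86 (-0.69), miR156 (-0.18), miR160 (-0.22), miR164 (-0.33), miR319 and osa-miR319b (-0.27), osa-miR1862d (-0.90) and osa-miR5150 (-0.62). With DESeq2's size factors it reversed for OsmiR-86 (-0.68), miR156 (-0.17), miR160 (-0.21), miR164 (-0.32), miR319 and osa-miR319b (-0.26), osa-miR1862d (-0.89) and osa-miR5150 (-0.61). Among mapped reads without structural RNA it reversed for osa-miR1862d (-0.00043), whose ratio with this denominator had no adjusted p under 0.05. The reversals of OsmiR-217, miR164 and miR396 with the summed miRNA reads had no adjusted p under 0.05 either. The same held for miR160 and miR164 with TMM factors and with DESeq2's size factors. Each scaling changes every log2 ratio by the same amount, so these reversals follow from its construction, and which scaling is nearer to the amounts in the embryo was not tested. No longer past the threshold, in the same direction, were 4 results with the summed miRNA reads, 3 with TMM factors, 3 with DESeq2's size factors and 1 with each other denominator.

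For the first bases, the arms, the detection in all 3 libraries, the criteria and the RT-PCR list, each alternative left the value within its interval or within 1.5 times. The share of A in 24-nt miRNAs was 76.1% and 73.4%, that of T in shorter ones 64.8% and 66.1%. More than 5 reads in each library were found for 206 miRNAs, and 224 and 220 miRNAs met the criteria.

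The depth limits the calls on miRNAs with few reads: 105 of the 178 had under 100 reads over the 3 libraries, and 50 had no adjusted p under 0.05 in any pair.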

Differences from the paper's values

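The highest MFE of a precursor was -8.8 kcal/mol, against the paper's 5.2 kcal/mol. With the MFE of RNAfold, the only alternative set for this value before the deposited tables were examined, it was -8.5, which did not close the gap.

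The lowest MFEI was 0.402, against the paper's 0.20, for a precursor whose listed length is that of another precursor of the same miRNA. The RNAfold alternative gave 0.428 and did not close the gap either. In the authors' deposited MFEI column the lowest value was 0.444. For both values, it is not known whether the paper's ranges cover the same precursors, since it describes precursor candidates before its filter on the MFEI, and the deposited tables list the precursors that were kept.

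The paper states that miR159f in particular was abundant among miR159. Here osa-miR159b had more reads than osa-miR159f in each library, 32567 against 12398 at 0 HAI, 97416 against 35813 at 12 HAI and 97504 against 36349 at 24 HAI.

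The paper states that all miRNAs chosen for RT-PCR had more than its minimum of reads. Here OsmiR-20 had 1, 0 and 8 reads at 0, 12 and 24 HAI, and 34 of the 35 miRNAs were above that minimum. Fig 5 shows OsmiR-20 with its sequencing maximum at 12 HAI, where no read was found here.

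The paper states that every miRNA it newly names had more than its minimum of reads in at least 1 library. Here 224 of 230 did.

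The paper gives higher numbers of families with several members and of rice-specific families. Counted from the deposited table, these were 12 by mature sequences or 13 by precursors, and 18. It also counts more miRNAs as shared by all libraries than the 276 found here.

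The paper's Table 1 gives higher known miRNA reads than the deposited table, by 1.49, 1.45 and 1.39 times at 0, 12 and 24 HAI. Table 1 counts many more unique sequences as known miRNAs than the 59 mature sequences of the deposited table. The numbers therefore do not count the same sequences.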

Other observations

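The tests of the number of maxima at 0 HAI, of counting noise after DESeq2's size factors, of structural RNA matches, of tRNA matches and of the listed MFE values, and the comparisons of sequences and positions between miRNAs, were chosen after the results were seen. The other tests were written down before.

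The miRNA share of mapped reads was 2.29 times as large at 24 HAI as at 0 HAI. Fewer rRNA, tRNA, snoRNA and snRNA fragments after imbibition do not account for most of it, since without them the ratio was still 2.13. The 10 most abundant miRNAs took 82.0% of the miRNA reads at 0 HAI and 86.7% at 24 HAI, so a few abundant miRNAs carried most of the rise. Other miRNAs rose too: the median ratio over all 277 miRNAs with reads at both times, not weighted by reads, was 1.97. With 1 library per time point and no spike-in, a rise of miRNAs during imbibition and a difference in how the libraries were made stay open.

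Of the differentially expressed miRNAs, 71.9% had their maximum at 24 HAI in TPM and 53.2% with DESeq2's size factors. A common rise relative to all mapped small RNAs and separate rises of many miRNAs cannot be told apart here, because the size factors assume that most miRNAs are unchanged. The number with their maximum at 0 HAI was 4 in TPM and 27 with DESeq2's size factors, 29 with TMM factors and 36 with the summed miRNA reads. These factors lower the values at 24 HAI relative to 0 HAI, so this number had to rise and decides nothing about why it is small in TPM.

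Counting noise alone would put a mean of 45.4 miRNAs past the 2-fold rule (lowest to highest, 26–60), against 178 observed. This is from 1000 simulated sets of libraries with equal rates. After DESeq2's size factors the simulated mean was 49.7 (lowest to highest, 34–64), against 111 observed. Among miRNAs with at least 100 reads the simulated means were 0.227 and 0.411, against 73 and 38 observed. Counting noise therefore falls short of both observed numbers, but its mean is 25.5% of the first and 44.7% of the second, so part of the miRNAs with few reads may pass the rule by counting noise. Variation between plates or libraries was not measured.

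Most miRNAs named OsmiR are 24 nt long, and small interfering RNAs from repeated sequence are a candidate explanation. In 45 of 176 of those of 24 nt (25.6%) and in 8 of 54 shorter ones (14.8%) 2 or more positions were listed (Fisher's exact test, two-sided p = 0.139). A miRNA* was listed for 27.3% and 16.7% (Fisher's exact test, two-sided p = 0.149). These tests do not decide it, since neither list of positions nor of miRNA* is independent of how the miRNAs were predicted.

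For ptc-miR6478, whose TPM fell to a ratio of 0.166 from 0 to 24 HAI, fragments that follow the total of tRNA matches were tested as a technical explanation. The tRNA-matched share of genome-mapped reads, computed from the reads in the paper's Table 1, rose 1.68-fold in the same libraries, which argues against the total. Fragments of a single tRNA were not tested.

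For 51 precursors the listed MFE was more than 5 kcal/mol from that of RNAfold. Of these, 37 were among the 62 precursors whose listed length is not that of the listed sequence, and 14 among the other 345 (Fisher's exact test, two-sided p = 1.50e-24). The listed length equals that of another precursor of the same miRNA in all 62, and the listed MFE is nearer to the RNAfold value of another precursor of the same miRNA in 61. Values of another precursor in the row are a candidate explanation for those 37. Of the other 14, 11 list a G+C content that is not that of the listed sequence, against 10 of 248 with a listed MFE within 5 kcal/mol, and in all 14 the listed MFE is nearer to the RNAfold value of another precursor of the same miRNA, so the same explanation is open for them.

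The paper reports that target profiles were in general negatively correlated with those of their miRNAs. Of the 1784 pairs in its table, 546 (30.6%) are listed with a negative correlation. These 1784 include pairs whose gene is listed at equal values at 0 and 24 HAI, so the other pairs need not be positive. For the directions, gene values were those the paper lists from published microarrays, without genes listed at equal values at 0 and 24 HAI. The 30.6% is therefore not over the same pairs as the share of opposite directions. Over 1100 pairs, with 245 miRNAs and 762 genes, 49.8% went in opposite directions from 0 to 24 HAI. Permuting the directions among the genes 10000 times gave 46.5–52.9% (95% range; one-sided permutation p = 0.470). With DESeq2's size factors the share was 49.3%. Repression of the targets by their own miRNAs and no such effect cannot be told apart at this level, because a direction between 2 time points, with 1 library each for the miRNAs, is a coarse measure, and 92.7% of these miRNAs rise in TPM.

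Of 70 pairs of a miRNA and its host gene, 42.9% went in the same direction. The same permutation among the host genes gave 37.1–47.1% (one-sided permutation p = 0.559), and whether the miRNAs are transcribed with their hosts cannot be told apart from no such link, because 58.5% of the host genes fell while most miRNAs rose in TPM.

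Few reads were tested as an explanation for the 8 miRNAs whose RT-PCR pattern the paper marks as unlike the sequencing. Their median was 3240 reads and that of the other 27 was 1568, a difference not detectable with these numbers (two-sided exact rank-sum test, p = 0.384). The test does not decide it, and OsmiR-203 and OsmiR-220 of the 8 had only 4 and 42 reads at 0 HAI. The RT-PCR values were not analysed here. No biological explanation was tested.

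The sequences of 7 miRNAs named OsmiR lie wholly inside listed precursors of known miRNAs, and 11 pairs of a known miRNA and a miRNA named OsmiR have overlapping listed positions on one strand. Of all 230 miRNAs named OsmiR, 66 (28.7%) share at least 16 nt with another miRNA named OsmiR, in 17 groups. The largest group has 23 members that share CCGGGACTAAA, with 463, 797 and 893 reads in all at 0, 12 and 24 HAI, and 16 of them were differentially expressed.

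Of the miRNAs that the paper names as inverse to targets, OsmiR-100 had a TPM of 2.66, 8.42 and 7.20 at 0, 12 and 24 HAI, OsmiR-217 of 11.4, 15.3 and 23.0, and OsmiR-232 of 0.417, 1.75 and 8.35. The ratio of 24 to 0 HAI was 2.71, 2.02 and 20.0 in TPM. OsmiR-232 passed the 2-fold rule under all 6 scalings, and OsmiR-100 and OsmiR-217 under none of the 3 by miRNA reads. The TPM of the family miR169 was 6.56, 18.9 and 77.2, that of miR529 8.70, 13.5 and 29.0, and that of osa-miR166e 9.79, 30.5 and 31.3. The maximum of osa-miR166e moved from 24 to 12 HAI under the 3 scalings by miRNA reads, and the other 2 were higher at 24 HAI than at 0 HAI under all scalings.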
